# The Reduced Level of Inorganic Polyphosphate Mobilizes Antioxidant and Manganese-Resistance Systems in *Saccharomyces cerevisiae*

**DOI:** 10.3390/cells8050461

**Published:** 2019-05-15

**Authors:** Ludmila Trilisenko, Anton Zvonarev, Airat Valiakhmetov, Alexey A. Penin, Irina A. Eliseeva, Vladimir Ostroumov, Ivan V. Kulakovskiy, Tatiana Kulakovskaya

**Keywords:** polyphosphate, *PPN1*, *PHM7*, *PHO84*, manganese adaptation, oxidative stress, *Saccharomyces cerevisiae*

## Abstract

Inorganic polyphosphate (polyP) is crucial for adaptive reactions and stress response in microorganisms. A convenient model to study the role of polyP in yeast is the *Saccharomyces cerevisiae* strain CRN/PPN1 that overexpresses polyphosphatase Ppn1 with stably decreased polyphosphate level. In this study, we combined the whole-transcriptome sequencing, fluorescence microscopy, and polyP quantification to characterize the CRN/PPN1 response to manganese and oxidative stresses. CRN/PPN1 exhibits enhanced resistance to manganese and peroxide due to its pre-adaptive state observed in normal conditions. The pre-adaptive state is characterized by up-regulated genes involved in response to an external stimulus, plasma membrane organization, and oxidation/reduction. The transcriptome-wide data allowed the identification of particular genes crucial for overcoming the manganese excess. The key gene responsible for manganese resistance is *PHO84* encoding a low-affinity manganese transporter: Strong *PHO84* down-regulation in CRN/PPN1 increases manganese resistance by reduced manganese uptake. On the contrary, *PHM7*, the top up-regulated gene in CRN/PPN1, is also strongly up-regulated in the manganese-adapted parent strain. Phm7 is an unannotated protein, but manganese adaptation is significantly impaired in Δ*phm7*, thus suggesting its essential function in manganese or phosphate transport.

## 1. Introduction

Inorganic polyphosphate (polyP) is a linear anionic polymer containing from several to hundreds of orthophosphate residues linked by energy-rich phosphoanhydride bonds. PolyP participates in the regulation of many cellular events [1,2]. In mammals, polyP is involved in signal transduction cascades [3,4,5,6,7,8], serves as a phosphorus reserve for apatite formation in bone growth and development [9,10,11,12], and plays a role in blood coagulation [13,14] and inflammation [15,16,17]. In bacteria, polyP and its associated enzymes are involved in stress response and virulence, in addition to the function of phosphate and energy reserve [2,18,19,20,21]. Also, it is involved in cell motility, biofilm formation, and controls the level of the stringent response factor guanosine 5’-diphosphate 3’-diphosphate (ppGpp) [2,22], although it has been shown that ppGpp is not essential for polyP synthesis in *Escherichia coli* [23]. The role of polyP in oxidative stress response is associated with its protein-protective chaperone function [24,25], and the metal ion-complexing function [26]. In yeast, the polyP activity as a phosphate reserve is well studied [27], and the enzymes of polyP metabolism are well characterized [28,29,30]. However, the role of polyP in oxidative and toxic metal stresses in yeast remains notably less explored.

Knockout mutants lacking the genes encoding polyP-metabolizing enzymes serve as models for studying the role of polyP. For bacteria, the commonly used models are the *ppk1* or *ppk2*-null strains lacking polyphosphate kinases and having a significantly decreased polyP level [2,31,32]. They provide the possibility of direct studying of the effect of a decreased polyP level on bacterial cells, including stress response.

In yeast, it is not trivial to limit polyP synthesis without non-intended disturbance in stress response due to the following. The synthesis of the major part of polyP pool is provided by the vacuolar transporter chaperone (VTC) complex of the vacuolar membrane [28,33]. The reduced polyP accumulation was observed in mutants without *VTC4* [34] and *VTC5* [33], and in knockout strains lacking subunits of vacuolar V-ATPase [35]. All such mutants either lack some components of the VTC complex, being deficient in V-ATPase assembly and stability [36], or lack V-ATPase per se. The V-ATPase itself plays a key role in the response to oxidative and heavy metal stress [37,38,39], thus its dysfunction hides possible polyP functions in stress response.

This is why we had to design strains with enhanced expression of polyP hydrolyzing enzymes. The *S. cerevisiae* strain overproducing the Ppn1 polyphosphatase is known to have a decreased polyP level [40], and can serve as a model for studying the role of polyP in stress response in yeast.

Given the role of polyP in metal ion resistance in microorganisms [41], we expected that the Ppn1 polyphosphatase overproducing strain (CRN/PPN1) would be more sensitive to manganese excess than the control strain (CRN). Instead, CRN/PPN1 had enhanced resistance to manganese. This is explained by the pre-adaptive state of CRN/PPN1 in the normal medium, revealed by the high-throughput transcriptome profiling. Furthermore, the pre-adaptive state was characterized by up-regulation of the oxidative stress response genes, which provided enhanced resistance to oxidative stress.

## 2. Materials and Methods

### 2.1. Yeast Strains and Growth Conditions

In this study we used the following *S. cerevisiae* strains: CRN (*MATa ade2 his3 ura3 ppn1Δ::CgTRP1*), CRN/PPN1 (CRN transformed with the pMB1/PPN1 Sc vector), and CRN/PPX1 (CRN transformed with the pMB1/PPX1 Sc vector). The source of the strains and the polyphosphatase activities in the cell-free extracts are given in Table S1.

The strains were maintained in the selective agarized medium [40]. The BY4743 (*MATa/α his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 LYS2/lys2Δ0 met15Δ0/MET15 ura3Δ0/ura3Δ0*), BY4743-derived Δ*phm7*, and BY4743-derived Δ*vmr1* strains were obtained from the Dharmacon collection. For the experiments, the cells were cultivated in YPD containing 2% glucose, 2% peptone (Peptone from meat enzymatic digest, Fluka, Sigma-Aldrich, St. Louis, MO, USA), 1% yeast extract (CONDA/Pronadisa, Madrid, Spain), and 14 mM KH_2_PO_4_ at 29 °C and 145 rpm. For studying the resistance to manganese, the medium was supplemented with 5 mM MnSO_4_ [42], which provides notable but not complete growth inhibition of the CRN strain. In the control YPD medium, Mn^2+^ concentration was 0.004 mM. Growth curves were obtained by measuring the optical density (OD) at 530 nm in a 0.3 cm cuvette, 3 replicates per experiment. The cell concentration was measured in a hemocytometer, 10 samples for each experiment. For the analyses of polyphosphates and manganese content, the cells were harvested at 5000 g for 20 min, washed twice with sterile distilled water. The samples for RNA-Seq library construction were washed thrice.

### 2.2. RNA Extraction and Sequencing for Transcriptome Profiling

The CRN and CRN/PPN1 strains were grown in control YPD and YPD with 5 mM of MnSO_4_. After cultivation for 12 h (control, both strains), 40 h (manganese, CRN) and 16 h (manganese, CRN/PPN1), the cells were harvested by centrifugation at 5000× *g* for 10 min and washed three times with distilled water at 0 °C, centrifuged after each washing, and placed in RNALater. Two replicates were obtained from two simultaneous cultivations in control YPD and manganese-containing YPD. Total RNA extraction was performed using an RNeasy Plant Kit (Qiagen, Venlo, Netherlands) according to the manufacturer’s protocol—with the addition of Plant RNA Isolation aid reagent (Ambion/ThermoFisher Scientific, Waltham, MA, USA) to lysis buffer RLT. Illumina cDNA libraries were constructed using the TruSeq RNA Sample Prep Kits v2 (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. The libraries were sequenced on the Illumina NextSeq 500 (Illumina, San Diego, CA, USA). The total sequenced library size was no less than 3 million reads per replicate. The raw and processed RNA-Seq data are deposited in GEO under accession number GSE122987.

### 2.3. Processing and Analysis of RNA-Seq Data

Adapter sequences were trimmed with Trimmomatic v0.36 (ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:30 MINLEN:36). Read mapping and counting was performed with STAR v2.5.3a (default parameters) using Ensembl *S. cerevisiae* R64-1-1.90 genome annotation (genome-build-accession GCA_000146045.2, UCSC sacCer3). For all samples, no less than 88% of the reads were mapped uniquely. The resulting gene lists were filtered to contain only genes reaching at least 2 counts per million in at least four of the eight libraries. Read counts were normalized using the edgeR [43] TMM approach. A principal component analysis of the resultant normalized and log-transformed matrices was done in the R environment. Differential expression was assessed with edgeR using a generalized linear model, accounting for the interaction between the strain (CRN, CRN/PPN1) and growth conditions (control or manganese excess medium). The genes with the FDR-adjusted *p*-value ≤ 0.05 and |log_2_ (Fold Change)| ≥ 1 were considered differentially expressed. The gene ontology (GO) enrichment analysis was performed with the YeastMine software [44]. The read counts and differential gene expression data are presented in Tables S3 and S4.

### 2.4. Polyphosphate and Polyphosphatase Activity Assay

For polyphosphate assay, the cells were cultivated for 24 h (CRN, CRN/PPN1 and CRN/PPX1 strains, control growth; CRN/PPN1 strain, growth in the presence of 5 mM MnSO_4_) and for 50 h (CRN and CRN/PPX1 strains, growth in the presence of 5 mM MnSO_4_).

The acid-soluble polyphosphate was extracted from biomass samples by the twofold treatment, with 0.5 M HClO_4_ at 0 °C for 15 min with continuous stirring. The cells were precipitated at 4000 g. In supernatants, the Pi and polyP amounts were assayed as described earlier [45]. The amount of acid-insoluble polyphosphate in the remaining biomass was assayed by the Pi content after twofold treatment with 0.5 M HClO_4_ at 90 °C for 20 min. The polyphosphatase activities were measured in cell-free extracts with the polyphosphate of 65 phosphate residues as described earlier [40].

### 2.5. Manganese Assay

The CRN, CRN/PPN1, and CRN/PPX1 strains were cultivated in YPD medium supplemented with 5 mM MnSO_4_. The cells were cultivated to the logarithmic growth stage: For 40 h (CRN and CRN/PPX1) and for 16 h (CRN/PPN1). The manganese content was assayed by atomic absorption spectroscopy after biomass sample burning at 150 °C in 32% HClO_4_.

### 2.6. The Assay of H_2_O_2_ MICs

The minimum inhibitory concentrations (MICs) of H_2_O_2_ were determined by inoculation of cell samples (standardized by culture density) in sterile plates with covers in YPD medium supplemented with H_2_O_2_. After 24-h cultivation, culture densities were measured using Sapphir plate photometers (Moscow, Russia) at 600 nm.

### 2.7. Fluorescence and Light Microscopy

Live and dead cells were stained using a LIVE/DEAD Fungal Light Yeast Viability Kit (Molecular Probes Inc. / ThermoFisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Yeast cultures were stained without washing and incubated with the staining reagent for 15 min at 37 °C. In case of growth inhibition in the presence of manganese, the cell culture was concentrated by centrifugation before staining. The samples were examined using a fluorescent microscope AXIO Imager A1 ZEISS (Oberkochen, Germany) with a filter kit 56 (ZEISS) at a wavelength of 450–500 nm (excitation) and 600–650 nm (emission). The number of stained cells was calculated on 3 to 5 micrographs.

1,2,3-dihydrorhodamine was used for ROS staining [46]. Cell culture samples (1 mL) were centrifuged at 5000× *g* for 5 min, washed twice with MilliQ water and suspended in 1 mL of MilliQ water. After the addition of 0.02 mL 1,2,3-dihydrorhodamine (Sigma-Aldrich, St. Louis, MO, USA) (stock solution 0.5 mg/mL in DMSO), the cells were incubated at 30 °C and 1000 rpm in a Thermomixer (Biosan, Riga, Latvia). Then the samples were centrifuged and washed twice with MilliQ water. The Nikon Eclipse FN 1 microscope with Intenselight C-HGFI HG Precentered Fiber Illuminator (Nikon, Tokyo, Japan) was used to make micrographs. The emission was registered with the bandpass filter 420–620 nm.

## 3. Results

### 3.1. CRN/PPN1 Strain Exhibits a Decreased PolyP Level and Enhanced Resistance to Manganese

The parent CRN strain (Δ*ppn1* mutant), the CRN/PPN1 strain (overproducing Ppn1 polyphosphatase), and the CRN/PPX1 strain (transformed by the same vector but carrying the *PPX1* gene encoding Ppx1 polyphosphatase) showed no difference in the control growth in YPD medium (Figure 1A). The polyphosphatase activity in the cell-free extracts was higher in the respective overproducing strains (Table S1). The polyP level in CRN/PPN1 cells was lower as compared to CRN and CRN/PPX1 (Figure 1B). A decrease in the polyP level was more pronounced in the acid-soluble polyP fraction (Table S2), as it was observed in selective YNB medium [40]. In the presence of excess manganese, the polyP level was increased in CRN cells, remained almost unchanged in CRN/PPX1 cells, and showed a further decrease in CRN/PPN1 cells (Figure 1B).

The manganese excess inhibited the growth of CRN and CRN/PPX1 strains (Figure 1A,C) similar to other *S. cerevisiae* strains [42]. Surprisingly, the growth inhibition in the medium with manganese excess was dramatically lower for polyP-deficient CRN/PPN1. Furthermore, manganese excess induced a notable cell death of the CRN and CRN/PPX1 strains (Figure 1D and Figure S1), while CRN/PPN1 was more resistant and accumulated a lower amount of manganese (Figure 1E).

### 3.2. Transcriptome Profiling Reveals the Pre-Adapted State of the CRN/PPN1 Strain

To explore the mechanism of CRN/PPN1 resistance to manganese, we performed transcriptome profiling (RNA-Seq) for the CRN and CRN/PPN1 strains in the control and in manganese excess media.

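RNA was sequenced from 8 cultures, 2 each of CRN and CRN/PPN1 in control YPD and in YPD with 5 mM MnSO4, all with 14 mM KH2PO4. Control cultures of both strains were harvested after 12 h, manganese cultures of CRN after 40 h and manganese cultures of CRN/PPN1 after 16 h. In every comparison with manganese cultures, growth time therefore cannot be separated from strain and medium. The authors trimmed the reads, mapped and counted them with STAR, and gave unnormalized counts for 7126 genes, leaving out reads that mapped to several places. The counts used are those on the strand opposite to the gene, which took 90.7% to 93.3% of the reads assigned to genes on either strand. The libraries held between 3252550 and 4914932 reads, of which 88.9% to 92.3% mapped uniquely and between 2309776 and 3579469 were counted on genes. By group, the gene counts were 2737494 and 3181290 for CRN in control medium, 3197494 and 3579469 for CRN in manganese, 2712570 and 3072641 for CRN/PPN1 in control medium, and 2309776 and 2389317 for CRN/PPN1 in manganese. Genes with at least 2 CPM in at least 4 of the 8 libraries were kept, as in the paper's methods, which left 5778 genes. Counts were normalized by edgeR's TMM method, whose factors ran from 0.508 to 1.63, and all 4 groups were fitted together with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Levels of single genes are normalized CPM, as the mean ± SD of n = 2 cultures, and positions refer to the sacCer3 genome. A group with at most 3 counts in each library is treated as not detected, and fold changes against it are given as lower bounds that cover counting error only. The 100 genes with the most counts took 57.5% and 51.2% of the counts in CRN in control medium, 47.2% and 45.1% in CRN/PPN1 in control medium, 25.5% and 23.7% in CRN in manganese, and 30.5% and 29.7% in CRN/PPN1 in manganese. The shortest quintile of the genes with a known coding length (1108 of 5539 genes, up to 648 bp) took 78.2% and 71.7% of the counts in CRN in control medium, against 16.5% and 18.8% in CRN in manganese. In CRN/PPN1 these shares were 66.6% and 64.8% in control medium and 33.8% and 34.8% in manganese. Replicates differed by more than the sampling noise, with a chi-square per gene between 10.9 and 19.1 over 5200 genes. The overexpressed PPN1 gene (YDR452W) had 7216, 7027, 22035 and 25525 counts in the CRN/PPN1 libraries, and 9, 7, 39 and 3 counts in the libraries of CRN, from which it is deleted.

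**Figure D1:**
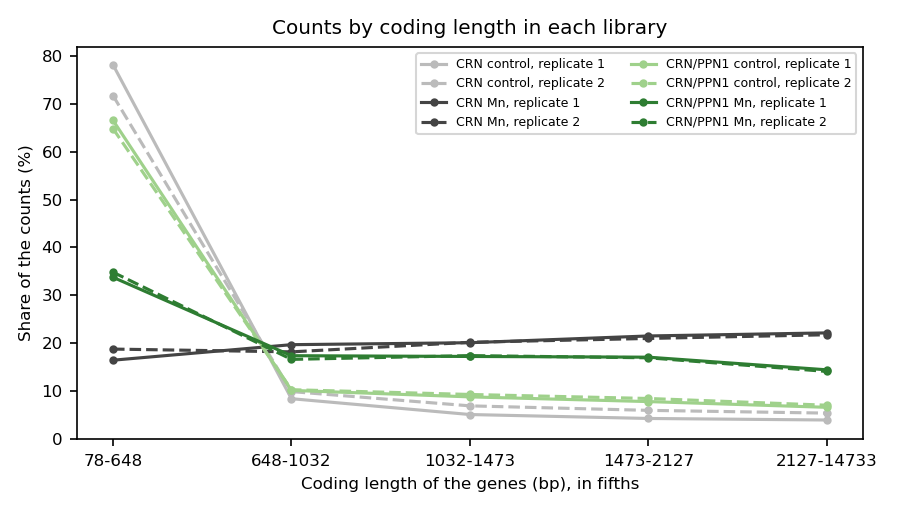
Share of the counts (%, vertical axis) taken by genes in each quintile of coding length (bp, horizontal axis), with a line for each library. The shortest quintile takes 64.8% to 78.2% of the counts in the control libraries and 16.5% to 34.8% in the manganese libraries.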

To investigate global gene expression changes in CRN and CRN/PPN1 strains, we used a principal component analysis (Figure 2A) of the quantitative gene expression data (Table S3). The first and the second principal components (PCs) account for 70% of variance and clearly segregate the samples: PC1 reflects the expression changes arising from the adaptation to manganese, while PC2 reflects the changes resulting from Ppn1 overexpression. 

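The analysis was run on TMM-normalized log2 CPM (prior count 2) of the 5778 genes, centred and not scaled. PC1 held 75.4% of the variance and PC2 9.74%, together 85.2%. The manganese libraries had PC1 scores of 79.5 and 72.6 for CRN and 30.6 and 26.2 for CRN/PPN1, above the control libraries at -68.0 and -61.8 for CRN and -40.9 and -38.3 for CRN/PPN1. On PC2 the CRN/PPN1 libraries lay between 16.1 and 24.3 and the CRN libraries between -23.8 and -16.7. Scaling each gene to unit variance moved the shares most, to 56.3% for PC1 and 13.7% for PC2, together 70.0%.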

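On a scale along PC1 where the mean of the CRN control libraries is 0% and the mean of the CRN manganese libraries is 100%, the CRN/PPN1 control libraries lay at 17.0% and 18.9% (mean 17.9% ± 1.29, SD, n = 2), and the CRN control libraries at -2.19% and 2.19%. The CRN/PPN1 manganese libraries lay at 67.7% and 64.6% (mean 66.2% ± 2.19, SD, n = 2). With each of the 8 libraries left out in turn, the mean position of the CRN/PPN1 control libraries stayed between 14.0% and 20.3%.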

Interestingly, CRN/PPN1 samples were shifted towards the manganese adapted state even in the control medium. This observation is also supported by a comparison of gene sets up- and down-regulated in CRN/PPN1 and upon manganese adaptation (Figure 2B), which are strikingly similar, with only a few genes uniquely differentially expressed in CRN/PPN1.

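Of the 257 genes called up in CRN/PPN1 against CRN in control medium, 186 were also called up by manganese in CRN, where 63.4 would be shared by chance (Fisher's exact test, two-sided, odds ratio 9.04, p = 3.92e-61). Of the 257 genes called down, 236 were also called down by manganese, where 61.8 would be shared by chance (odds ratio 42.5, p = 1.66e-125 from the same exact test). The exact tests treat genes and comparisons as independent, which they are not, so their p-values do not measure the spread between cultures. Another 20 genes were called in both comparisons in opposite directions, 16 of them up in CRN/PPN1 and down in manganese. Across the 5778 genes, the log2 fold changes of both comparisons had a Pearson's r of 0.564; genes are not independent replicates, so no p is given. The comparisons share the CRN control libraries. In 20 simulated data sets in which CRN/PPN1 did not differ from CRN in control medium but was set against the same control libraries, r lay between 0.0829 and 0.163, and at most 1 gene was called between the strains. Genes were drawn independently, so trends that genes share between replicates were not simulated. With a different CRN control library for each comparison, r was 0.390 or 0.509, depending on which library served which comparison. With the trend of the counts on gene length removed, an alternative chosen after the data were seen, r was 0.608, and the genes called down in both comparisons fell from 236 to 47.

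**Figure D2:**
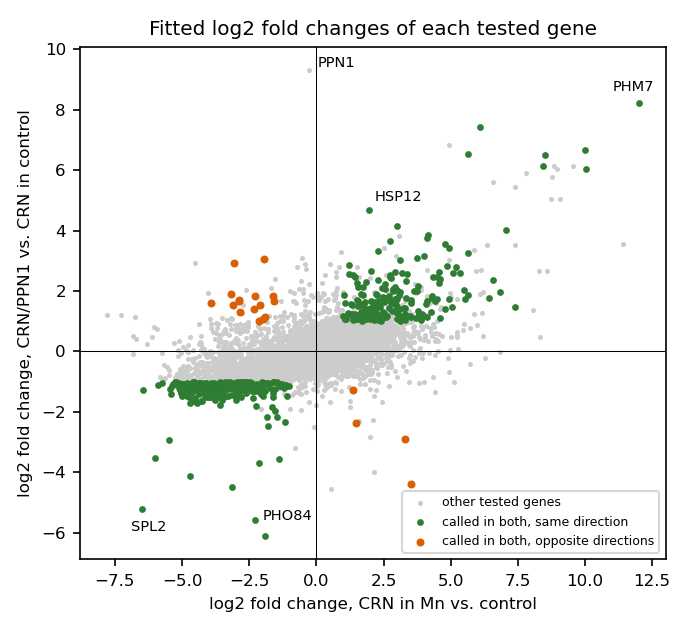
Fitted log2 fold change of each of the 5778 genes in CRN/PPN1 vs. CRN in control medium (vertical axis) against that in CRN in manganese vs. control (horizontal axis). Green points are the genes called in both comparisons in the same direction, 186 up and 236 down, and orange points the 20 called in opposite directions; values of genes not detected in CRN in control medium, such as PHM7, depend on the prior count.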

To investigate this phenomenon, we assessed differential gene expression (Table S4) for the samples grown in manganese versus control medium, and used the gene ontology enrichment analysis.

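Manganese against control medium gave 1426 genes called up and 1389 called down in CRN, and 582 up and 870 down in CRN/PPN1. Of these, 506 were up and 760 down in both strains, and 7 moved in opposite directions. Across genes the log2 fold changes of the strains had a Pearson's r of 0.783, with a slope of 0.420 for CRN/PPN1 on CRN. Scaling to the library total in place of TMM moved these counts to 3681 up and 609 down in CRN and 1870 up and 404 down in CRN/PPN1, as it raised the median log2 fold change of all genes by 1.49 in CRN and 0.67 in CRN/PPN1; with the length trend removed, 321 genes were called down in CRN/PPN1. Among genes with a mean of at least 100 normalized counts per library and no overlap between the groups, PHM7, YNR064C and EMA35 (YCR100C) came first among the rises in CRN by the fitted log2 fold change. That value depends on the prior count for genes not detected in control medium, as these are, so they need not be the 3 largest rises. YNR064C rose from counts of 1 and 0 to 537 and 626, at least 57.0-fold, and EMA35 from counts of 2 and 1 to 1280 and 1434, at least 133-fold; EMA35 overlaps YCR099C on the same strand. Among the same genes the largest falls were those of the small nucleolar RNA snR56, with a log2 fold change of -6.76, SPL2 (YHR136C) with -6.49 and the histone gene HTB2 (YBL002W) with -6.44; snR56 had counts of 0 and 5 in manganese, and its value lay between -10.19 and -5.88 with 1 library left out. In CRN/PPN1, among genes chosen in the same way, the first by the same fitted value, with the same limit, were BSC1 (YDL037C), at least 51.9-fold, YNR064C, at least 25.9-fold, and PHO89, at least 8.22-fold. The largest falls among them were those of snR57 with -3.97, snR191 with -3.61 and SPL2 with -3.55; without replicate 2 of CRN/PPN1 in manganese, snR57 had -4.61. SPL2 and HTB2 belong to the short genes that lost counts in manganese as a class, but their falls stayed with the length trend removed. Over the alternatives, SPL2 ran from -6.56 to -4.20 in CRN and from -3.585 to -2.44 in CRN/PPN1, and HTB2 from -6.505 to -3.90 in CRN. The small nucleolar RNAs are short too, but were not matched to a coding length and are in no quintile.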

The adaptation of the parent CRN strain to manganese follows the same pattern as we have observed earlier for the CRY strain [47]. 

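GO annotation was not used here; gene sets were made before the data were examined, from words in the gene descriptions that come with the counts, and differ from the GO terms. Of 325 genes whose description names stress, 133 were called up by manganese in CRN (odds ratio 2.23, Benjamini-Hochberg adjusted p = 1.56e-10 over 54 Fisher's exact tests, two-sided). For the cell wall these were 86 of 182 genes (odds ratio 2.85, adjusted p = 1.04e-10) and for the plasma membrane 97 of 217 (odds ratio 2.57, adjusted p = 2.62e-10, same exact tests). The rotation test fry, which uses no calls, gave adjusted p = 0.000169, 0.00068 and 3.39e-05 for a rise of these sets. With the length trend removed, the odds ratios were 2.10 for stress and 2.76 for the cell wall.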

The up-regulated genes were enriched with multiple GO terms reflecting stress response, cell wall, and membrane organization (multiple GO terms, *p* < 10^−7^). The down-regulated genes were enriched with all types of protein biosynthesis and ribosome-related GO terms, which clearly agrees with growth suppression under manganese excess (Figure 1A,C).

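Of 138 genes of cytosolic ribosomal proteins, 137 were called down by manganese in CRN, where 33.2 would be by chance (odds ratio 480, adjusted p = 4.4e-84, Fisher's exact test). Of 182 genes described as acting in ribosome biogenesis, 59 were called down (odds ratio 1.54, adjusted p = 0.0159), and of 114 genes of translation factors and tRNA synthetases, 42 (odds ratio 1.87, adjusted p = 0.00325, same exact tests). Scaled to the library total, 115 ribosomal protein genes were called down, and the translation set had an odds ratio of 0.905. Ribosomal protein genes are short, and short genes fell as a class: the median log2 fold change was -2.29 in the shortest quintile of genes and 0.73 in the longest. With the length trend removed, 117 of the 138 ribosomal protein genes were called down (odds ratio 28.4).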

The CRN/PPN1 adaptation follows the same pattern as that of the CRN strain, with a few additions of GO-terms related to phosphate metabolic processes (GO:0006796 and GO:0006793, *p* < 10^−4^), which is associated with changes in the polyP content (Figure 1B).

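In CRN/PPN1, manganese against control raised 55 of 325 stress genes (odds ratio 1.90, adjusted p = 0.000202), 62 of 182 cell wall genes (odds ratio 5.04, adjusted p = 3.71e-18) and 51 of 217 plasma membrane genes (odds ratio 2.91, adjusted p = 2.06e-08, Fisher's exact tests as for CRN). Of the 138 ribosomal protein genes, 95 were called down (odds ratio 13.9, adjusted p = 3.1e-46), but only 3 with the length trend removed (odds ratio 0.355). Ribosome biogenesis genes were fewer among the genes called down than chance gives, 16 of 182 (odds ratio 0.535, adjusted p = 0.0226), and the translation set did not pass (odds ratio 0.659). The set of 43 genes described by phosphate had an odds ratio of 1.75 among the genes called up and 0.577 among those called down, and passed in neither direction. The paper's numbers of called genes for this strain (946 up and 1114 down) matched CRN/PPN1 in manganese against CRN in control medium. No gene set was tested in that comparison, so these values do not test the paper's terms.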

Additionally, we estimated differential gene expression in the control medium for CRN/PPN1 versus CRN samples. This analysis confirmed the pre-adapted state of the CRN/PPN1 strain, with up-regulation of the genes responsible for cellular response to external stimulus (GO:0071496 and GO:0009991, *p* < 10^−5^), plasma membrane components (GO:0005886, *p* < 10^−4^), and, importantly, oxidation-reduction process (GO:0055114, *p* < 10^−5^). 

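In control medium, 257 genes were called up and 257 down in CRN/PPN1 against CRN. These counts were 913 and 37 with scaling to the library total, and with the length trend removed 261 and 74. PPN1 itself rose by 9.30 on the log2 scale (SE 0.65), from 4.75 ± 1.16 to 3001 ± 79.9. Among genes with a mean of at least 100 normalized counts and no overlap between the groups, the next by the fitted value, which depends on the prior count for PHM7, were PHM7 and HSP12 (YFL014W), whose level rose from 130 ± 6.02 to 3333 ± 480, a log2 fold change of 4.69 (adjusted p = 5.36e-08). Among the same genes the largest falls were those of PHO84 with a log2 fold change of -5.59, SPL2 with -5.20 and the acid phosphatase gene PHO5 (YBR093C) with -4.50.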

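Of 195 genes whose description names starvation, nutrients or stationary phase, 33 were called up in CRN/PPN1 against CRN (odds ratio 4.87, adjusted p = 8.5e-11). For stress these were 47 of 325 genes (odds ratio 4.22, adjusted p = 1.48e-12), for the plasma membrane 21 of 217 (odds ratio 2.42, adjusted p = 0.00119) and for oxidation-reduction enzymes 27 of 307 (odds ratio 2.20, adjusted p = 0.00108, Fisher's exact tests). With fry, the adjusted p for oxidation-reduction was 0.044. Of the 138 ribosomal protein genes, 69 were called down (odds ratio 28.9, adjusted p = 2.17e-57, Fisher's exact test), of which 2 were called with the length trend removed. Scaled to the library total, 1 of the 138 was called down (odds ratio 1.14). Of the 43 genes of the phosphate set, 11 were called down (odds ratio 7.67, adjusted p = 5.6e-06, same exact test).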

Of note, in manganese-adapted CRN/PPN1 samples, slight enrichment of the genes responsible for oxidoreductase activity (GO:0016491, *p* ~0.01) was also detected.

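Of 307 genes described as oxidoreductases, dehydrogenases, reductases, peroxidases and related enzymes, 38 were called up by manganese in CRN/PPN1, where 30.9 would be by chance (odds ratio 1.28, adjusted p = 0.221, Fisher's exact test). With calls at an adjusted p of at most 0.05 and no limit on the fold change, the odds ratio was 1.39 and its adjusted p 0.0344; over the alternatives the adjusted p of this set ran from 0.0344 to 0.398. The rotation test fry gave the set a fall in place of a rise, with adjusted p = 0.244. These tests too were against CRN/PPN1 in control medium. The set was not tested against CRN in control medium, the comparison that the paper's numbers matched.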

Thus, Ppn1 overexpression leads to general adaptive processes and, specifically, oxidation-reduction pathways. This particular feature facilitates CRN/PPN1 adaptation to manganese excess.

### 3.3. CRN/PPN1 Strain Has Increased ROS Level and H_2_O_2_ Resistance

The global transcriptome analysis suggested that the CRN/PPN1 strain has a pre-adapted state realized through up-regulation of the oxidation-reduction pathways. 

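A list of 35 genes of antioxidant enzymes and their regulators was fixed before the deposited counts were examined, but after parts of the paper's expression tables had been seen. In control medium, CRN/PPN1 against CRN had 20 of them higher and 15 lower, with a median log2 fold change of 0.061 (0.055 with SRX1, not detected in CRN, at its bound). Called up were the catalase gene CTT1 (YGR088W) with a log2 fold change of 2.52 (adjusted p = 3.65e-05) and GPX1 with 1.73 (adjusted p = 0.0137), and called down GPX2 with -1.32 and GRX5 with -1.28. At an adjusted p of at most 0.05 with no limit on the fold change, 3 were higher and 2 lower, both over all genes and adjusted over the list alone. Manganese raised 9 and lowered 12 of the 35 genes in CRN, and raised 4 and lowered 9 in CRN/PPN1. With the length trend removed, 3 were called down in CRN; scaled to the library total, 19 were called up and 5 down in CRN, 9 up and 3 down in CRN/PPN1, and 7 up between the strains in control medium. From the principal components, the shared gene sets and the GO terms, the paper concludes that CRN/PPN1 is in a pre-adapted state that includes oxidation-reduction pathways.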

We estimated MICs of H_2_O_2_ for CRN, CRN/PPX1, and CRN/PPN1 growth. Indeed, the CRN/PPN1 strain showed enhanced H_2_O_2_ resistance as compared to CRN or CRN/PPX1. The average MICs of H_2_O_2_ were 2.5, 1.5, and 4.0 mM for CRN, CRN/PPX1, and CRN/PPN1, respectively (Figure 3). Additionally, we compared the reactive oxygen species (ROS) levels in CRN and CRN/PPN1—both in the control and manganese excess media. The staining with 1,2,3-dihydrorhodamine showed a higher ROS level in CRN/PPN1 cells in both cases (Figure 4, Supplementary Figure S2).

### 3.4. An Increased Manganese Resistance of CRN/PPN1 Is Realized through PHO-Pathway Genes

To understand the enhanced manganese resistance of the CRN/PPN1 strain, we paid special attention to particular groups of genes (Table 1).

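The genes SMF1 (YOL122C, chromosome XV, 89692 to 91419), SMF2 (YHR050W, chromosome VIII, 207654 to 209303) and PMR1 (YGL167C, chromosome VII, 187616 to 190468) were compared between media within each strain. In CRN, SMF1 rose from 73.6 ± 3.26 to 143 ± 7.70 in manganese, a log2 fold change of 0.96 (SE 0.19, adjusted p = 0.000497). SMF2 rose by 1.34 (SE 0.25, adjusted p = 0.000265) and PMR1 by 1.27 (SE 0.20, adjusted p = 5.22e-05), and for each of the 3 genes both manganese libraries lay above both control libraries. In CRN/PPN1, SMF1 was 80.9 ± 9.33 in control medium and 76.2 ± 0.759 in manganese, a log2 fold change of -0.085 (adjusted p = 0.756). The change of SMF1 differed between the strains (interaction -1.04, adjusted p = 0.00931). SMF2 rose by 0.52 in CRN/PPN1 (adjusted p = 0.107) and PMR1 by 0.74 (adjusted p = 0.00788); their interactions did not pass, with adjusted p = 0.0918 and 0.169. CCC1 (YLR220W, chromosome XII, 576825 to 577793) did not change detectably, with -0.090 in CRN (adjusted p = 0.809) and -0.56 in CRN/PPN1 (adjusted p = 0.150). GDT1 (YBR187W, chromosome II, 602634 to 603476) fell by 1.62 on the log2 scale in CRN (SE 0.29, adjusted p = 0.00015), from 83.1 ± 0.937 to 26.9 ± 11.1, and in CRN/PPN1 was 45.4 ± 3.30 and 48.4 ± 11.2, a log2 fold change of 0.089 (adjusted p = 0.831). Its interaction was 1.71 (adjusted p = 0.00487). Scaling to the library total raised CCC1 in CRN to 1.37. With the length trend removed, SMF1 in CRN had 0.39 and PMR1 in CRN/PPN1 0.40, and neither passed. Over the alternatives with all 8 libraries, GDT1 in CRN ran from -1.68 to -0.13, so that the size of its fall depends on the fit. Some changes that did not pass turned around with 1 library left out: SMF1 in CRN/PPN1 had 0.037 without replicate 2 of CRN/PPN1 in control medium, GDT1 in CRN/PPN1 -0.16 without replicate 2 of CRN/PPN1 in manganese, and CCC1 in CRN 0.25 without replicate 2 of CRN in control medium.

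**Figure D3:**
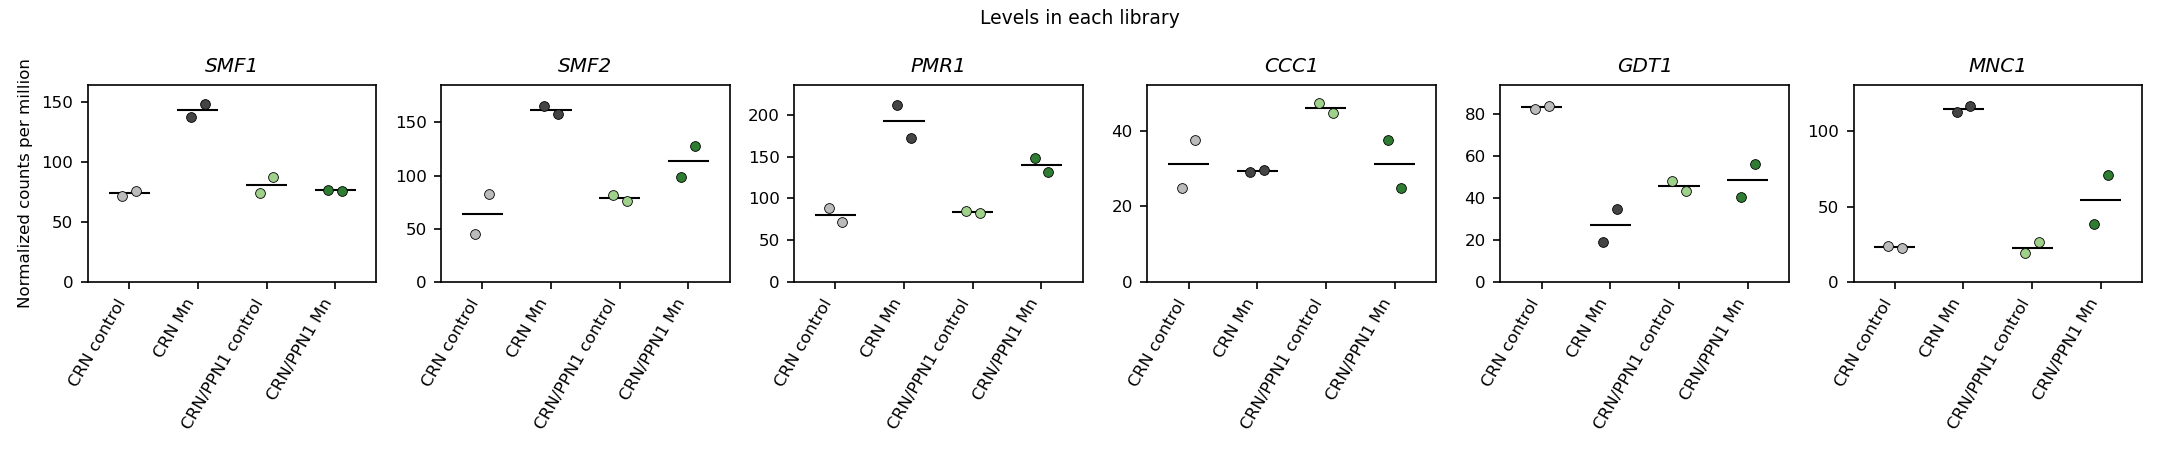
Normalized CPM (vertical axes, from 0) of 6 genes in each of the 8 libraries, by strain and medium; points are libraries and bars the mean of each group (n = 2). SMF1 lies higher in manganese in CRN alone, and GDT1 is lower in CRN in manganese than in the other 3 groups.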

First of all, with manganese excess, the genes encoding manganese transport of the plasma membrane, ER and Golgi (*SMF1*, *SMF2*, *PMR1*), are up-regulated, while the genes of vacuolar transporters are either stable (*CCC1*) or down-regulated (*GDT1P*). In the control medium, there are no major changes in expression of the above genes in CRN/PPN1 versus CRN. 

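Between the strains in control medium, the log2 fold changes were 0.14 for SMF1 (adjusted p = 0.725), 0.30 for SMF2 (adjusted p = 0.501), 0.078 for PMR1 (adjusted p = 0.863) and 0.56 for CCC1 (adjusted p = 0.258). Without replicate 1 of CRN in control medium, SMF2 had -0.066, and without replicate 2 PMR1 had -0.067. GDT1 had -0.87 (SE 0.29, adjusted p = 0.0543). Over all alternatives its adjusted p ran from 0.0108 to 0.387, so that whether it passed depends on the fit.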

The expression of the putative manganese chelator encoded by *MNC1* [47] is specific to manganese excess.

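MNC1 (YBR056W-A, chromosome II, 351255 to 351455) rose by 2.32 on the log2 scale in CRN (SE 0.30, adjusted p = 7.29e-06), from 23.0 ± 0.754 to 115 ± 2.61. In CRN/PPN1 it rose by 1.27 (SE 0.30, adjusted p = 0.0034), from 22.7 ± 5.50 to 54.5 ± 23.0, and the interaction did not pass (adjusted p = 0.0734). The strains did not differ in control medium, at -0.025 (adjusted p = 0.977), or 0.21 without replicate 1 of CRN/PPN1 in control medium. Without replicate 2 of CRN/PPN1 in manganese, the rise in CRN/PPN1 was 0.76. MNC1 is among the shortest genes, with 201 bp; with the length trend removed its rise was 6.14 in CRN and 3.17 in CRN/PPN1. Counted on either strand, the rises were 1.15 and 0.88 and did not pass.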

The plasma membrane ATPase Pma2 is essential for manganese adaptation [47]. It is up-regulated in manganese-grown cells of both strains and in CRN/PPN1 grown in the control medium, although with a weak significance (FDR ~0.08). 

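PMA2 (YPL036W, chromosome XVI, 482843 to 485686) had counts of 1 and 0 in CRN in control medium, which is at the limit of detection, 73 and 142 in CRN in manganese, 11 and 5 in CRN/PPN1 in control medium, and 57 and 65 in CRN/PPN1 in manganese. It was at least 10.4-fold higher in manganese in CRN (adjusted p = 5.35e-05). In CRN/PPN1 it rose by 2.56 on the log2 scale (SE 0.58, adjusted p = 0.00281). Between the strains in control medium it was at least 1.79-fold higher in CRN/PPN1, with an adjusted p of 0.0769. That adjusted p was 0.0158 with scaling to the library total, and over the alternatives it ran from 0.0158 to 0.158. Reads of PMA2 and of its paralog PMA1 (YGL008C) that map to both genes were not counted. PMA1 rose by 0.51 in CRN (adjusted p = 0.033) and by 1.01 in CRN/PPN1 (adjusted p = 0.000806), and with the length trend removed had -0.26 in CRN.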

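DDP1 (YOR163W, chromosome XV, 642741 to 643307) was 85.3 ± 20.5 in CRN in control medium and 42.7 ± 2.24 in manganese, where it fell by 1.00 on the log2 scale (SE 0.24, adjusted p = 0.00214). In CRN/PPN1 it was 61.9 ± 0.427 and 43.7 ± 10.6, a log2 fold change of -0.50 (SE 0.25, adjusted p = 0.120), and the interaction did not pass (adjusted p = 0.301). Its direction in CRN depended on the scaling: it was 0.52 with the library total and 0.61 with the length trend removed, and its adjusted p ran from 0.000729 to 0.0721 over the alternatives. PPX1 did not change detectably in CRN, with -0.060 (adjusted p = 0.840), or in CRN/PPN1, with 0.25 (adjusted p = 0.422). PPN2 had 0.0044 in CRN and 0.049 in CRN/PPN1 (adjusted p = 0.983 and 0.858), and was lower in CRN/PPN1 than in CRN in control medium, at -0.63 (adjusted p = 0.0314). Over the alternatives with all 8 libraries, that strain difference ran from -0.66 to -0.11. With 1 library left out, PPX1 in CRN ran from -0.24 to 0.13 and in CRN/PPN1 from -0.041 to 0.52, and PPN2 in CRN from -0.046 to 0.056 and in CRN/PPN1 from -0.055 to 0.16.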

Among the genes of polyP hydrolysis enzymes, we should mention *DDP1*, which is down-regulated in the presence of manganese excess, which accounts for the increase in polyP content in CRN cells. 

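The genes of the VTC complex are VTC1 (YER072W), VTC2 (YFL004W), VTC3 (YPL019C), VTC4 (YJL012C) and VTC5 (YDR089W). In CRN, manganese lowered all 5, with log2 fold changes of -5.48 for VTC1 (SE 0.24, adjusted p = 8.4e-10), -1.59 for VTC2, -1.18 for VTC3, -0.97 for VTC4 and -0.78 for VTC5, the last 4 with adjusted p between 0.000109 and 0.00223. VTC1 fell from 3891 ± 344 to 87.1 ± 2.64. In CRN/PPN1, VTC1 had -2.11 (adjusted p = 3.73e-06) and VTC5 -1.03 (adjusted p = 0.0006), while VTC2 had -0.54 (adjusted p = 0.171), VTC3 -0.18 (adjusted p = 0.547) and VTC4 0.42 (adjusted p = 0.171). The response differed between the strains for VTC1, with an interaction of 3.37 (adjusted p = 7.42e-06), VTC3 with 1.00 (adjusted p = 0.0196) and VTC4 with 1.39 (adjusted p = 0.00432). In control medium, CRN/PPN1 against CRN had -2.94 for VTC1 and -2.33 for VTC3 (adjusted p = 5.12e-07 and 9.35e-06), -0.98 for VTC2 (adjusted p = 0.0371) and 0.071 for VTC5 (adjusted p = 0.866), and VTC4 fell by 1.90 (adjusted p = 9.55e-05). Scaled to the library total, VTC3, VTC4 and VTC5 rose in CRN in manganese, by 0.30, 0.49 and 0.70. Over the alternatives, VTC2 in CRN in manganese ran from -2.31 to -0.14 and VTC1 in CRN/PPN1 in manganese from -2.11 to -0.83. With 1 library left out, VTC2 ran from -1.02 to -0.16 in CRN/PPN1 in manganese and from -1.295 to -0.58 between the strains in control medium. VTC1 is a short gene of 390 bp; with the length trend removed it had -2.93 in CRN. Without replicate 2 of CRN/PPN1 in control medium VTC3 had 0.082 in CRN/PPN1 in manganese, and without replicate 1 of CRN in control medium VTC5 had -0.0034 between the strains. VTC2 and VTC3 are paralogs, and reads that map to both were not counted.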

All subunits of the polyP synthesis VTC complex are down-regulated in all cases.

Regarding the known phosphate transporters, the genes encoding Pho89 and Pho84 are known to be regulated by the transcription factor Pho4. However, in our case, the changes in Pho89 and Pho84 expression correlate neither with Pho4 differential expression, nor with each other. It is noteworthy that *PHO84* is down-regulated both under manganese excess and in CRN/PPN1 in the control medium, which is in agreement with decreased manganese uptake in CRN/PPN1 cells. 

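PHO89 (YBR296C, chromosome II, 796798 to 798522) rose by 3.52 on the log2 scale in manganese in CRN (SE 0.42, adjusted p = 2.68e-06), and by 4.43 without replicate 1 of CRN in control medium, whose count was 23 against 9 in replicate 2. The lowest value of this rise with 1 library left out was 2.94. In CRN/PPN1 it had 1 count in each control library and 46 and 20 in manganese, at least 8.22-fold higher (adjusted p = 0.000344). In control medium PHO89 was at least 7.40-fold lower in CRN/PPN1 than in CRN (adjusted p = 0.00299). That bound covers counting error only, and the CRN control libraries differed, with 14.25 and 5.06 normalized CPM. PHO84 (YML123C, chromosome XIII, 24037 to 25800) was 814 ± 130 in CRN in control medium, 166 ± 19.8 in CRN in manganese, 17.0 ± 6.13 in CRN/PPN1 in control medium and 9.97 ± 2.65 in CRN/PPN1 in manganese. PHO4 (YFR034C, chromosome VI, 225020 to 225958) rose from 12.4 ± 0.0204 to 21.8 ± 0.536 in CRN, a log2 fold change of 0.82 (adjusted p = 0.083), and from 8.65 ± 0.690 to 21.7 ± 4.63 in CRN/PPN1, a log2 fold change of 1.33 (adjusted p = 0.0163). In control medium PHO4 had -0.52 in CRN/PPN1 against CRN (adjusted p = 0.490). No correlation was computed between these genes over the libraries, which fall into 4 separate groups of 2. A list of 17 genes of the PHO pathway was fixed before the deposited counts were examined. By then the paper, which reports a fall of PHO84 and other genes of the pathway, had been read. All 17 were lower in CRN/PPN1 than in CRN in control medium, 12 of them called down. Of these 17 genes, 15 passed an adjusted p of 0.05 over all genes and 16 adjusted over the list alone. Manganese lowered 15 of the 17 in CRN (12 called down) and 13 in CRN/PPN1 (4 called down). Scaled to the library total, 5 were called down in CRN.

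**Figure D4:**
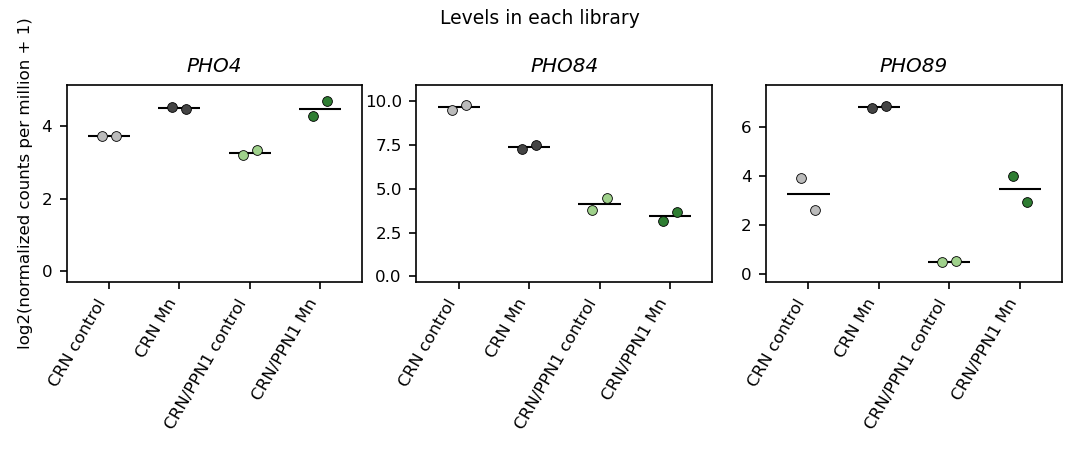
Normalized CPM of PHO4, PHO84 and PHO89 on a log2 scale after adding 1 (vertical axes) in each library, by strain and medium; points are libraries and bars the mean of each group (n = 2). PHO84 is highest in CRN in control medium and PHO89 in CRN in manganese.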

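In CRN, manganese lowered PHO84 by a log2 fold change of -2.29 (SE 0.23, adjusted p = 4.87e-07). Over the alternatives this fall ran from -2.87 to -0.83. In CRN/PPN1 the change was -0.76 (SE 0.32, adjusted p = 0.0716), and with 1 library left out it ran from -1.10 to -0.34. Over all alternatives its adjusted p ran from 0.0207 to 0.983, so that whether it passed depends on the fit. The changes differed between the strains (interaction 1.53, adjusted p = 0.00823). Against CRN, CRN/PPN1 had -5.59 in control medium (SE 0.29, adjusted p = 1.67e-08) and -4.06 in manganese (SE 0.28, adjusted p = 3.79e-07), and in each medium both CRN/PPN1 libraries lay below both CRN libraries.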

Additionally, we have found two unannotated genes, *PHM6* and *PHM7*, that were supposed to be regulated by phosphate levels [48]. 

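PHM6 (YDR281C, chromosome IV, 1022007 to 1022321) fell in manganese in CRN from 126 ± 49.1 to 1.88 ± 0.734, a log2 fold change of -6.01 (SE 0.42, adjusted p = 9.37e-09), and in CRN/PPN1 from 10.9 ± 2.48 to 1.96 ± 0.0220, a log2 fold change of -2.46 (SE 0.51, adjusted p = 0.00149). It is a short gene of 315 bp; with the length trend removed these changes were -3.02 and -0.97, the second of which did not pass. PHM7 (YOL084W, chromosome XV, 162356 to 165331) had 0 counts in both CRN control libraries, 831 and 963 in CRN in manganese, 27 and 29 in CRN/PPN1 in control medium and 335 and 355 in CRN/PPN1 in manganese. It was at least 87.9-fold higher in manganese in CRN (adjusted p = 1.3e-09) and at least 6.36-fold higher in CRN/PPN1 than in CRN in control medium (adjusted p = 6.18e-05). In CRN/PPN1 manganese raised it by 3.25 on the log2 scale (SE 0.24, adjusted p = 8.62e-07), from 11.8 ± 1.13 to 113 ± 5.88. By the fitted log2 fold change, which depends on the prior count for genes at 0, PHM7 ranked 1 of the 1426 genes called up in CRN in manganese and 2 of the 257 called up in CRN/PPN1 in control medium, after PPN1. With the genes not detected in CRN in control medium (71 and 15 of these genes) ranked by their lower bound, PHM7 ranked 5 and 22. A lower bound cannot show that PHM7 lies below the genes ranked before it.

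**Figure D5:**
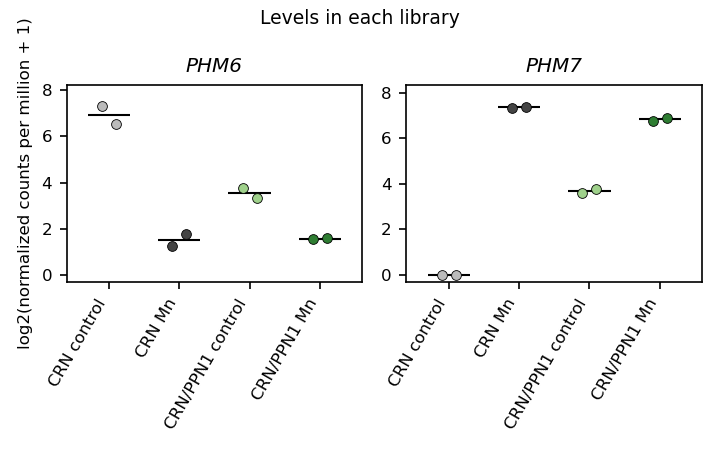
Normalized CPM of PHM6 and PHM7 on a log2 scale after adding 1 (vertical axes) in each library, by strain and medium; points are libraries and bars the mean of each group (n = 2). PHM6 is highest and PHM7 at 0 in CRN in control medium.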

Upon manganese excess, they are strongly differentially expressed in the opposite directions: *PHM6* is down-regulated, while *PHM7* is up-regulated, displaying the highest reachable fold change among the genes—up to 5% FDR-corrected *p*-value in the comparisons CRN/PPN1 versus CRN (control) and CRN (control versus manganese excess). Strong up-regulation of *PHM7* suggests its essential role in manganese adaptation, and suggests studying the survival of the Δ*phm7*-null mutant under manganese excess.

### 3.5. Δphm7 Has Reduced Resistance to Manganese

We have compared the growth characteristics of the Δ*phm7*-null mutant under the control and manganese excess conditions to confirm the role of Phm7 in resistance to manganese. The Δ*vmr1* strain was used as a positive control. *VMR1* encodes the vacuolar membrane protein that is an ABC transporter of the MRP subfamily. 

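VMR1 (YHL035C, chromosome VIII, 27978 to 32756) rose in manganese by 3.64 on the log2 scale in CRN (SE 0.21, adjusted p = 2.29e-09), from 26.4 ± 3.90 to 327 ± 2.28, and by 1.76 in CRN/PPN1 (SE 0.19, adjusted p = 7.85e-06), from 42.6 ± 0.739 to 144 ± 0.691. In control medium it was higher in CRN/PPN1 than in CRN by 0.69 (SE 0.22, adjusted p = 0.0445). That adjusted p was above 0.05 under 5 alternatives, among them DESeq2 with 0.0914 and edgeR's later quasi-likelihood method with 0.0552, and ran from 0.00171 to 0.0914 over the alternatives.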

The deletion of this gene enhanced the sensitivity to cadmium [49] and lead [50], and, according to our data, *VMR1* was significantly up-regulated in CRN/PPN1 (as compared to CRN) and in manganese excess conditions.

The tested strains grew similarly in the YPD medium; in the presence of 5 mM manganese, the growth of Δ*phm7* and Δ*vmr1* was inhibited more than that of the parent BY4743 strain, the cell concentrations of the mutants were lower, and the number of dead cells was significantly higher than in the parent strain (Figure 5). The light microscopy of the mutant cultures revealed large-scale cell lysis in the stationary phase (Figure 6).

## 4. Discussion

PolyP is widely recognized as an anionic polymer that binds and de-toxifies heavy metal ions [41]. However, in yeast, particular mechanisms of polyP-involving detoxification are understudied. Manganese-adapted yeast cells contain longer polyP chains [42], but this could be a side effect of VTC4 activation by manganese ions [28]. PolyP content increases during the elongated lag phase in manganese excess conditions and decreases at the active growth stage [42]. It is known that the excess of manganese ions results in oxidative stress, while manganese-phosphate complexes provide antioxidant activity [26]. Thus, phosphate released through polyP degradation in yeast cells could allow for manganese adaptation.

In bacteria, polyP is known to be necessary for oxidative stress adaptation [2] due to its ability to act as a chaperone [24,25]. In our study, we found evidence for polyP involvement in stress response in yeast: The reduced polyP content through Ppn1 polyphosphatase overexpression leads to a significant alteration in expression of genes responsible for manganese and oxidative stress adaptation. Manganese homeostasis in *S. cerevisiae* involves numerous proteins [26,51,52,53]. The adaptation of yeast cells to toxic concentrations of manganese ions involves—in particular, the transport systems responsible for manganese compartmentalization, the systems of phosphorus transport and polyphosphate accumulation, as well as other membrane proteins. In this study, we identified new proteins contributing to manganese adaptation in *S. cerevisiae*. The protein encoded by *PHM7* is essential for this process. The Phm7 protein sequence contains several transmembrane domains [54], and the protein is localized in the plasma membrane [55]. Its ortholog CaPhm7 in *Candida albicans* is also localized in the plasma membrane, and participates in drug resistance and filamentous growth [56,57]. The cells lacking *CaPHM7* are sensitive to SDS and ketoconazole, but resistant to rapamycin and zinc [56]. This evidence suggests that Phm7 is a membrane transporter of divalent metal cations.

Another important observation is the role of Pho84 in oxidative stress response, in addition to its known role in phosphate and manganese transport. Pho84 is the major high-affinity plasma membrane phosphate importer of *S. cerevisiae* and an important element of phosphate homeostasis [58]. Pho84 is a phosphate transceptor: It transports phosphate and mediates rapid phosphate activation of the protein kinase A (PKA) pathway [59]. This protein also acts as a divalent cation transporter [52]. The knockout strain shows multiple phenotypic changes: Poor growth on a low-phosphate medium, constitutive up-regulation of the PHO pathway, and negligible levels of polyP, enhanced arsenate [60], and manganese resistance [61]. The overexpression of *PHO84* induces enhanced heavy metal accumulation [62].

In our case, *PHO84* is down-regulated in the CRN/PPN1 strain that exhibits manganese and resistance to peroxide. In *C. albicans*, Pho84 participates in oxidative stress response: The Δ*pho84* mutant accumulates intracellular ROS in the absence of extrinsic oxidative stress and hyperactivates oxidative stress signaling [63]. Thus, *PHO84* down-regulation enhances resistance to manganese by decreasing metal ion uptake and mobilizing oxidative stress signaling. This down-regulation can also cause resistance to peroxide.

The mechanisms of *PHO84* down-regulation in CRN/PPN1 are still in question. The intracellular phosphate level may be increased as a result of polyP hydrolysis in the PPN1 overproducing strain CRN/PPN1, which leads both to *PHO84* down-regulation and an increase of the ROS level. A decrease of the polyP level reduces the antioxidant potential of the cell, because polyP plays an antioxidant role [24], additionally increasing the ROS level. As a result, the cells mobilize their stress response pathways, thereby providing, together with *PHO84* down-regulation, the manganese and peroxide resistance of the CRN/PPN1 strain.

The reduced polyP of CRN/PPN1 was expected to lead to decreased resistance to manganese. Instead, we found the opposite—i.e., the increased resistance achieved through the pre-adaptive state. PolyP deficiency does not affect the cell phenotype and growth in normal conditions, but acts as a cellular signal leading to major changes in the gene expression pattern that facilitates stress adaptation.

## Figures and Tables

**Figure 1:**
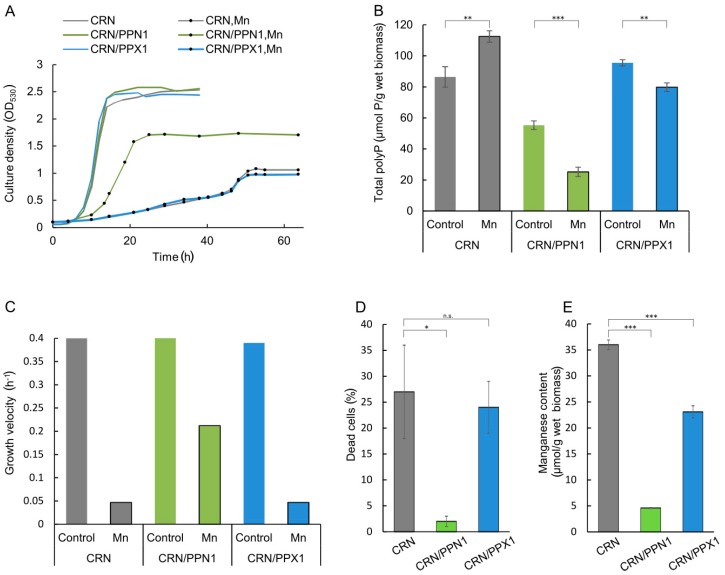
Growth characteristics and polyphosphate content in the cells of CRN, CRN/PPN1, and CRN/PPX1 strains of *S. cerevisiae* cultivated in control YPD medium with 14 mM KH_2_PO_4_ and in the same medium supplemented with 5 mM MnSO_4_. (**A**) growth curves; control medium—lines without dots; manganese excess medium—lines with dots; CRN is shown in gray, CRN/PPN1 in green, and CRN/PPX1 in blue; (**B**) growth velocities, logarithmic growth stage; (**C**) manganese content in the cells grown in the presence of 5 mM MnSO_4_, logarithmic growth stage: CRN (40 h growth), CRN/PPN1 (16 h growth), and CRN/PPX1 (40 h growth); (**D**) the percentage of dead cells in the logarithmic growth stage in the presence of 5 mM MnSO_4_; (**E**) total polyphosphate content in control and manganese grown cells, stationary growth stage. Three replicates were performed for each experiment; mean ± s.d. is shown on panels (**B**,**D**,**E**). Two-sample t-test was used to assess the statistical significance: *** *p*-value < 0.001, ** *p*-value < 0.01, * *p*-value < 0.05, n.s.—not significant.

**Figure 2:**
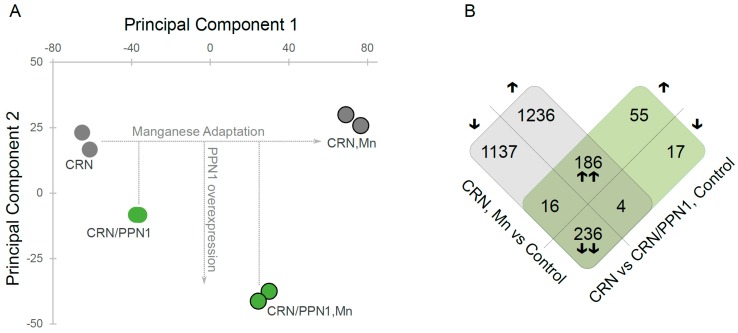
Gene expression profile of the CRN/PPN1 strain is similar to that of the manganese-adapted CRN strain. CRN and CRN/PPN1 were grown in control YPD with 14 mM KH_2_PO_4_ and in the same medium supplemented with 5 mM MnSO_4_. (**A**) Principal component analysis of gene expression data: (green circles) CRN/PPN1 samples; (gray circles) CRN samples. Circles denoting the samples grown in manganese excess conditions (Mn) are outlined. (**B**) Venn-like diagram for genes up- and down-regulated in (gray) CRN in control YPD versus CRN in manganese-supplemented YPD; (green) CRN/PPN1 as compared to CRN, both in control YPD. Each cell shows the number of genes; the direction of expression change (up- or down-regulation) is shown with arrows. Up- or down-regulated genes in both comparisons are indicated by double arrows.

**Figure 3:**
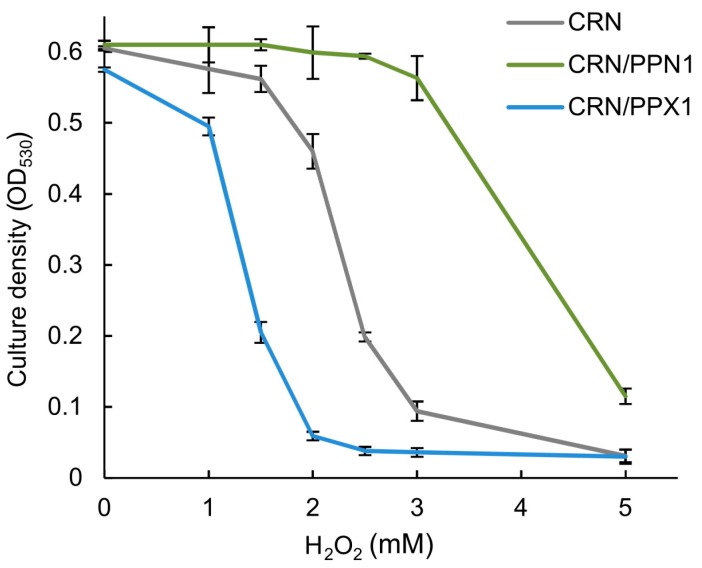
The effect of H_2_O_2_ on the growth of the CRN, CRN/PPN1, and CRN/PPX1 strains of *S. cerevisiae* in YPD medium. CRN is shown in gray, CRN/PPN1 in green, and CRN/PPX1 in blue. Three replicates were performed for each experiment; mean ± s.d. is given.

**Figure 4:**
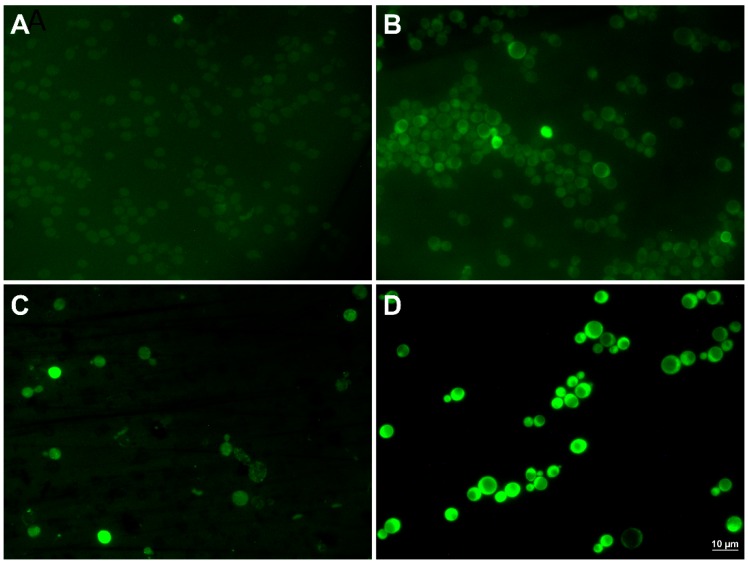
The micrographs of the cells of CRN and CRN/PPN1 strains of *S. cerevisiae* stained with 1,2,3-dihydrorhodamine. The strains were cultivated in control YPD medium with 14 mM KH_2_PO_4_, and in the same medium supplemented with 5 mM MnSO_4_ to the logarithmic stage (control—12 h growth, both strains; 5 mM manganese—40 h growth, CRN; 16 h growth, CRN/PPN1). (**A**) CRN, control YPD; (**B**) CRN/PPN1, control YPD; (**C**) CRN, manganese excess; (**D**) CRN/PPN1, manganese excess.

**Figure 5:**
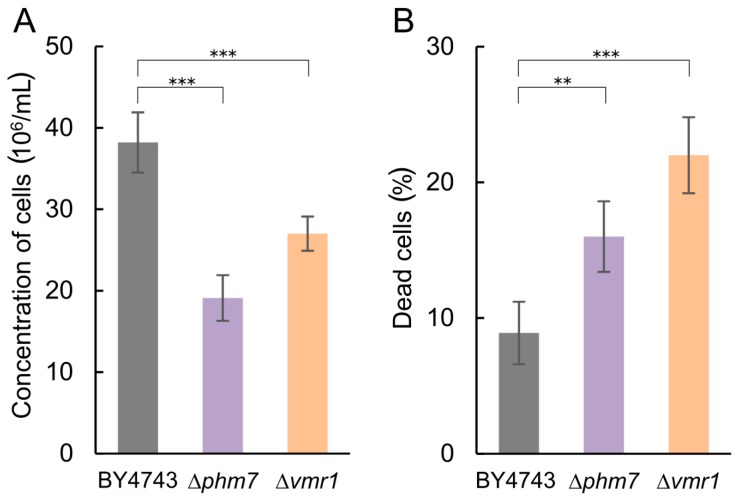
Growth characteristics of the BY4743 parent strain and Δ*phm7* and Δ*vmr1* knockout strains of *S. cerevisiae* cultivated in YPD medium with 14 mM KH_2_PO_4_ and 5 mM MnSO_4_ to the stationary growth stage (72 h). (**A**) cell concentration, (**B**) percentage of dead cells. Three replicates were performed for each experiment; mean ± s.d. is shown. Two-sample t-test was used to assess the statistical significance: *** *p*-value < 0.001, ** *p*-value < 0.01.

**Figure 6:**
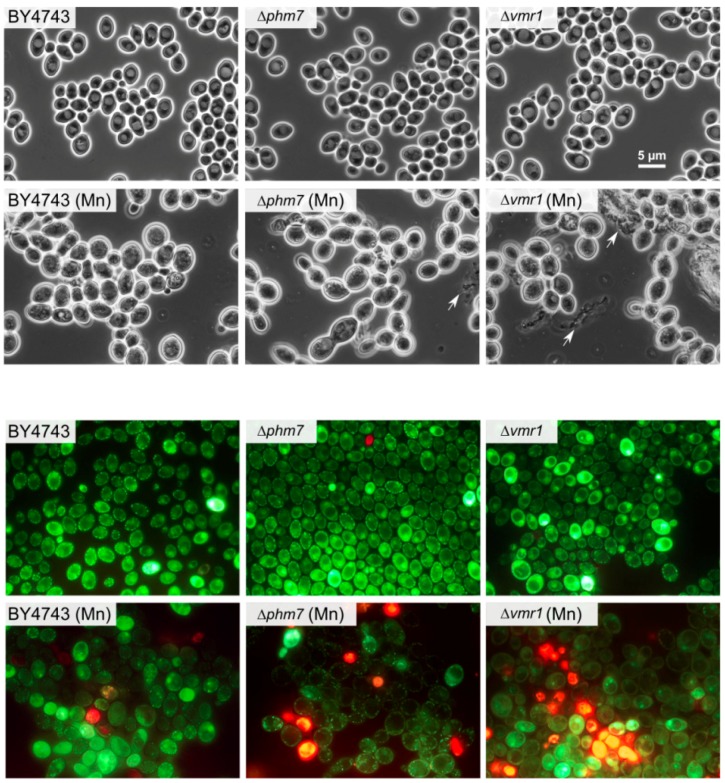
The micrographs of the cells of the parent BY4743 strain and Δ*phm7* and Δ*vmr1* knockout strains of *S. cerevisiae* cultivated in YPD medium with (Mn) and without 5 mM MnSO_4_ to the stationary growth stage (72 h). Top—phase contrast, bottom—LIVE/DEAD Fungal Light Yeast Viability Kit staining.

**Table 1:** Differential expression of the selected genes responsible for manganese transport and belonging to the PHO pathway. The cases of differential expression with FDR-corrected *p*-value ≤ 0.05 are marked in bold.

Gene ID	Gene Name	Gene Function	Log_2_ Fold Change		
			CRN, Mn^2+^ vs. Control	CRN/PPN1, Mn^2+^ vs. Control	CRN/PPN1 vs. CRN, Control
**Manganese Transporters and Chelators**					
YOL122C	*SMF1*	Cell surface manganese transporter	**0.96**	0.05	0.14
YHR050W	*SMF2*	ER membrane manganese transporter	**1.34**	**0.82**	0.30
YGL167C	*PMR1*	High affinity Ca^2+^/Mn^2+^ P-type ATPase of Golgi	**1.27**	**0.82**	0.08
YLR220W	*CCC1*	Vacuolar Fe^2+^/Mn^2+^ transporter	−0.09	0.00	0.56
YBR187W	*GDT1P*	Calcium and manganese transporter of Golgi	**−1.62**	**−0.78**	**−0.87**
YBR056W-A	*MNC1*	Putative manganese chelating CYSTM-family protein	**2.32**	**1.24**	−0.02
**Plasma Membrane ATPases**					
YGL008C	*PMA1*	Plasma membrane H^+^-ATPase	**0.51**	**0.98**	−0.03
YPL036W	*PMA2*	Plasma membrane H^+^-ATPase	**5.85**	**5.90**	3.34
**Polyphosphate Hydrolyzing Enzymes**					
YDR452W	*PPN1*	Exo/endopolyphosphatase	−0.27	**10.67**	**9.30**
YHR201C	*PPX1*	Exopolyphosphatase	−0.06	0.14	−0.12
YNL217W	*PPN2*	Endopolyphoshatase	0.00	**−0.58**	**−0.63**
YOR163W	*DDP1*	Diadenosine and diphosphoinositol endopolyphosphatase	**−1.00**	**−0.96**	−0.46
**Subunits of the VTC Complex Involved in Polyphosphate Biosynthesis**					
YER072W	*VTC1*	Regulatory subunit involved in membrane trafficking and vacuolar polyphosphate accumulation	**−5.48**	**−5.05**	**−2.94**
YFL004W	*VTC2*		**−1.59**	**−1.52**	**−0.98**
YPL019C	*VTC3*		**−1.18**	**−2.51**	**−2.33**
YDR089W	*VTC5*		**−0.78**	**−0.96**	0.07
YJL012C	*VTC4*	Vacuolar membrane polyphosphate polymerase	**−0.97**	**−1.48**	**−1.90**
**Phosphate Transport**					
YFR034C	*PHO4*	Activates transcription in response to phosphate limitation; function is regulated by phosphate availability	0.82	0.81	−0.52
YML123C	*PHO84*	High-affinity inorganic phosphate transporter; also low-affinity manganese transporter, regulated by Pho4p	**−2.29**	**−6.35**	**−5.59**
YBR296C	*PHO89*	Plasma membrane Na^+^/Pi cotransporter, transcription regulated by Pho4p	**3.52**	0.18	**−4.37**
YCR037C	*PHO87*	Low-affinity inorganic phosphate transporter	0.14	0.36	−0.26
YJL198W	*PHO90*	Low-affinity phosphate transporter	0.40	**0.99**	−0.02
YNR013C	*PHO91*	Low-affinity vacuolar phosphate transporter	0.39	**0.73**	0.00
YDR281C	*PHM6*	Putative transport protein	**−6.0**	**−5.97**	**−3.52**
YOL084W	*PHM7*	Putative transport protein	**12.01**	**11.47**	**8.22**

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/5/461/s1, Figure S1: The micrographs of *S. cerevisiae* cells cultivated in YPD medium with 5 mM MnSO_4_ for logarithmic growth stage; Figure S2: The micrographs of the cells of CRN and CRN/PPN1 strains of *S. cerevisiae* stained with 1,2,3-dihydrorhodamine; Table S1: The *S. cerevisiae* strains used in the study; Table S2: The Pi and polyP content in *S. cerevisiae* cells grown in control YPD medium and in the presence of 5mM MnSO_4_; Table S3: Gene counts estimated from the RNA-Seq data; Table S4: Differential gene expression data.

How the deposited data were processed for this re-analysis (not part of the article)

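The data are RNA sequencing libraries from 8 cultures of *S. cerevisiae*, 2 for each combination of strain (CRN, in which PPN1 is deleted, and CRN/PPN1, which overexpresses it) and medium (control YPD, and YPD with 5 mM MnSO4). The authors trimmed single-end reads with Trimmomatic and mapped and counted them with STAR against the Ensembl gene annotation. Reads that mapped to several places were not counted, and replicates were not pooled. Each library has a table of unnormalized counts for 7126 genes, counted on either strand, on the strand of the gene and on the opposite strand. A further table for all libraries holds gene descriptions and counts, and its 57008 values were checked to equal those on the opposite strand, 57008 of 57008. The counts on the opposite strand were used throughout, and those on either strand in an alternative chosen after the data were seen.

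The counts per library and the spread of the replicates are given with the results. The biological coefficient of variation that edgeR estimated over all genes was 0.18, with 10.8 prior degrees of freedom. The test borrows this estimate across genes, since each group has 2 libraries; the standard error printed with a gene gives its precision.

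The steps of the analysis were tested on simulated data with the size of the real libraries. Genes were drawn independently, and 200 of them were given a log2 fold change of 2, as many up as down. Of these, edgeR called 193 (96.5%) and called 8 of the others, out of 5515 genes in all, against 190 and 5 with DESeq2. This does not test the normalization under the broad shift of the real data, where 2815 genes were called in CRN in manganese. In the strain comparison simulated without a change 0 genes were called, and over 6 comparisons simulated without any change 1 gene was called. A simulated slope of log2 fold change on log2 coding length of 1 was recovered as 1.01 and came to 0.016 after the length trend was removed.

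Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 2 CPM in at least 4 of the 8 libraries were tested, 5778 in all, after TMM normalization. A model with 4 groups was fitted with edgeR's quasi-likelihood method in its form before version 4 of the package, without a replicate block, and each comparison was a contrast of this model. The comparisons were manganese against control in each strain, CRN/PPN1 against CRN in each medium, the interaction of strain and medium, and CRN/PPN1 in manganese against CRN in control medium. P-values are from the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the F statistic. Fitted log2 fold changes use a prior count of 0.125. Where each library of a group had at most 3 counts, the fold change is a lower bound, computed against that floor.

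Genes are named by a rule: every gene that the paper names, 6 marker genes of strain construction, and in each comparison except the last the 3 called genes with the largest rise and the 3 with the largest fall by the fitted log2 fold change, which depends on the prior count for genes not detected in a group. These had a mean of at least 100 normalized counts over the 8 libraries and, where 2 groups were compared, no overlap between the groups. In the interaction single groups could overlap. In CRN/PPN1, snR63 had 127 and 241 normalized CPM in control medium and 26.5 and 142 in manganese, and PHO12 overlapped between the media as well.

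Principal components were computed from log2 CPM with a prior count of 2, centred and not scaled. The overlap of called genes was tested with Fisher's exact test, two-sided, and set beside 20 simulated data sets in which CRN/PPN1 did not differ from CRN in control medium. Gene sets were made from words in the gene descriptions and tested by Fisher's exact test among called genes and by limma's rotation test fry, with adjustment over all sets, comparisons and directions. Lists of antioxidant genes, PHO pathway genes, glucose-repressed and glucose-induced genes, marker genes and the genes of Table 1 were written by hand. Coding lengths and GC content came from the reference annotation for 5539 of the tested genes. Depth was tested by drawing each library down to 2309776 counts, 5 times.

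The comparisons, tests, lists and alternatives were fixed before the deposited counts were examined, except where the text says otherwise. By then the paper had been read, and parts of its Tables S3 and S4, with counts and differential expression of these libraries, had been seen. The lists are therefore not blind to the paper's results. The last comparison was added because of the value that Table 1 gives PPN1 in the CRN/PPN1 column. The alternatives were DESeq2, edgeR's later quasi-likelihood form, robust dispersion, scaling to the library total or the upper quartile, PPN1 left out of the library total, no filter, a mean of at least 50 counts, calls by adjusted p alone, a test against a 2-fold change, only the compared groups in the fit, a replicate block, 3 other forms of the principal component analysis, and leaving out each library in turn. The form with the trend of the counts on coding length removed per library (lowess, span 0.5), the counts on either strand and the correlation with a library left out were added after the data were seen. With 2 libraries per group, a test for single deviating libraries and a count over other groupings of the libraries would be too coarse to decide anything, and neither was run. GO annotation was not used. The numbers of genes in Table S4 and the log2 fold changes of Table 1 were set beside the values computed here; of the gene tables in Tables S3 and S4, only the adjusted p of GDT1 in Table S4 was used.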

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

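Of the tests in this part, those of the interaction against gene length and against growth time and that of a vector copy of URA3 were chosen after the result had been seen.

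The response to manganese differed between the strains. The interaction of strain and medium, tested with edgeR's quasi-likelihood method, passed an adjusted p of 0.05 and an absolute log2 difference of 1 for 866 genes whose rise was larger, or fall smaller, in CRN/PPN1 and for 672 genes in the other direction. The balance of these directions depends on the scaling: with the library total the numbers were 366 and 2149, where the median interaction of all genes moved by -0.82. By the rule for naming genes, the largest positive interactions were those of snR63 with 4.56, PHO12 with 4.32 and snR56 with 4.24. With 1 library left out, snR63 ran from 2.88 to 5.38, PHO12 from 3.53 to 6.36 and snR56 from 2.85 to 7.68. PHO12 has a paralog, PHO11, and reads that map to both genes were not counted. The largest negative ones were those of PHM7, MCH2 with -5.16 (from -6.40 to -4.52 with 1 library left out) and CAT8 with -4.91 (from -5.09 to -4.76); the fitted value of PHM7 depends on the prior count and is not given.

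Among the genes that the paper discusses, VTC1 had an interaction of 3.37, VTC3 1.00, VTC4 1.39, PHO84 1.53, PHM6 3.56 and GDT1 1.71, all with a smaller fall in CRN/PPN1 or no fall there. SMF1 had -1.04 and VMR1 -1.88, and PHM7 passed with an adjusted p of 3.54e-05; these rose less in CRN/PPN1 or did not rise there. For PHM6 and VMR1 the adjusted p was 0.00237 and 0.000162. CRN/PPN1 against CRN had -2.944 in control medium and 0.431 in manganese for VTC1. These values were -1.904 and -0.516 for VTC4, and -3.519 and 0.039 for PHM6. PHM7 was at least 6.36-fold higher in control medium and had -0.54 in manganese. The interactions of these genes came mostly from control medium. VTC3 and PHO84 were lower in both media, SMF1 differed mainly in manganese (-0.907), and GDT1 and VMR1 changed direction. Scaled to the library total, VTC3 had 0.18 (adjusted p = 0.709), VTC4 0.60 (adjusted p = 0.220), PHO84 0.72 (adjusted p = 0.189) and GDT1 0.89 (adjusted p = 0.0996), so that these 4 interactions pass only relative to the other genes. With the trend of the counts on gene length removed, SMF1 had -0.74 and an adjusted p of 0.0525, the highest over its alternatives, which started at 0.000199.

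A difference in depth and a bias on gene length were tested as sources of the interaction as a whole. With all libraries drawn down to 2309776 counts, between 1502 and 1544 genes were called for the interaction, with a median of 1515, near the 1538 at full depth. With the length trend removed, 1164 genes were called, 571 in the first direction and 593 in the second. Of these, 439 and 455 were among the genes first called in the same direction. On simulated data without any change, with genes drawn independently, 1 gene was called over 6 comparisons. Both tests argue against these sources as the whole cause, although the trend on length carries part of the calls. Growth time stays open. CRN grew for 40 h in manganese and CRN/PPN1 for 16 h, so a different stage of the culture and a different response of the strain cannot be told apart, since each strain was grown for a single time. Genes repressed by glucose, a list of 25, had a median log2 fold change of -0.76 in CRN/PPN1 against CRN in manganese medium, which either explanation could give. That median was -0.36 without replicate 2 of CRN in manganese and -1.03 without replicate 2 of CRN/PPN1 in manganese. Growth time in manganese cannot give the differences of VTC1, VTC4, PHM6 and PHM7 in control medium, where both strains grew for 12 h. The levels of these genes in manganese could still depend on it. A pre-adapted state of CRN/PPN1, which the paper concludes, stays open as an untested explanation.

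In manganese medium, a comparison that the text and Table 1 of the paper do not report, 599 genes were called higher and 426 lower in CRN/PPN1 than in CRN. With the library total these numbers were 392 and 878, and with the length trend removed 304 and 443. By the rule for naming genes, the largest rises were those of PPN1 with a log2 fold change of 10.94, snR56 with 5.37 and snR63 with 4.10, and the largest falls those of MCH2 with -5.20, PHO84 with -4.06 and YKR104W with -4.05. With 1 library left out, PPN1 ran from 10.01 to 13.78, snR56 from 4.00 to 8.84, snR63 from 2.45 to 4.95, MCH2 from -6.40 to -4.53, PHO84 from -4.34 to -3.78 and YKR104W from -4.82 to -3.52. Of the 35 antioxidant genes, 7 were called higher and 0 lower, with 12 higher and 4 lower at an unadjusted p under 0.05; at an adjusted p of 0.05 over the list alone, with no limit on the fold change, 11 were higher and 3 lower. This balance depends on the fit: at an unadjusted p under 0.05, 7 were higher and 7 lower with the library total, and 11 higher and 7 lower with the length trend removed. Of the PHO pathway list, 7 of 17 were called lower and 0 higher, with 11 lower and 0 higher at an unadjusted p under 0.05. In the length of the genes that moved, the comparison had a slope of -0.33 on log2 length (SE 0.0105), the opposite of manganese against control. Growth time differed here between the strains as well, so that a difference seen only in this medium cannot be assigned to the strain alone, and the value of -0.76 for the glucose-repressed genes may reflect either.

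URA3 (YEL021W) was higher in CRN/PPN1 than in CRN in control medium, with a log2 fold change of 2.08 (SE 0.20, adjusted p = 1.49e-05), and in manganese medium, with 3.03 (SE 0.21, adjusted p = 3.79e-07). Its levels were 96.4 ± 2.07 in CRN and 408 ± 28.0 in CRN/PPN1 in control medium, and 62.3 ± 11.8 and 508 ± 40.8 in manganese (normalized CPM, mean ± SD, n = 2), with both CRN/PPN1 libraries above both CRN libraries in each medium. The 6 other URA genes had a median of -0.34 in control medium and 0.20 in manganese, and the highest value among them was the 1.17 of URA5 in manganese, which argues against a rise of the whole pyrimidine pathway as the source. The paper lists CRN as a ura3 strain and CRN/PPN1 as CRN transformed with a PPN1 vector. It kept the strains on selective medium before growth in YPD, and its main text does not name the vector's marker. A copy of URA3 on that vector is a candidate explanation, and the 3.03 in manganese is what it could give. Any other difference between the strains at this gene would give the same, and the counts hold no vector sequence, so that these cannot be told apart. A biological effect of PPN1 overexpression on URA3 stays open as an untested explanation.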

How the results depend on the processing

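The forms with the length trend removed, with counts on either strand and with a library left out of the correlation were chosen after the results had been seen. Counts of called genes are set against 1.5 times their first value, values without a test against their replicate spread, and tests against their threshold. The cause was not tested for any change below unless it is named.

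The numbers of called genes in all 6 comparisons (for only the compared groups in the fit the 5 without the interaction, which needs all groups) stayed within 1.5 times with DESeq2, edgeR's later quasi-likelihood form, robust dispersion, upper-quartile scaling, PPN1 left out of the library total, no filter, a mean of at least 50 counts, only the compared groups in the fit and the replicate block. Of 123 results for single named genes, 59 kept their direction and their side of the threshold under every alternative that gave a test, and with a library left out 529 values stayed within the replicate spread and 19 did not. Beside the reversals below, changes of single genes across a threshold made 29 results weaker and 29 stronger.

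Scaled to the library total, the genes called up and down were 3681 and 609 in CRN in manganese, 1870 and 404 in CRN/PPN1 in manganese, 913 and 37 between the strains in control medium, 392 and 878 in manganese medium, 366 and 2149 for the interaction, and 3230 and 399 for CRN/PPN1 in manganese against CRN in control medium. The median log2 fold change of all genes moved in the same order by 1.49, 0.67, 0.51, -0.31, -0.82 and 1.18, which by construction carries genes across the threshold. PC1 then held 81.3% and PC2 7.88%, together 89.2%, and the CRN/PPN1 libraries lay at 24.7% and 70.4% of the way along PC1. The odds ratio of ribosome biogenesis among the genes called down in CRN was 1.11, that of translation 0.905, and that of the phosphate set among the genes called up in CRN/PPN1 0.905. Called up and down were 19 and 5 antioxidant genes in CRN, 9 and 3 in CRN/PPN1, and 7 and 0 between the strains in control medium (19 and 2 at an unadjusted p under 0.05). Of the PHO pathway list, 3 were called up and 5 down in CRN and 2 up in CRN/PPN1. Log2 fold changes that reversed were, in CRN in manganese, CCC1 1.37, PPN1 1.21, PPX1 1.43, DDP1 0.52, VTC3 0.30, VTC5 0.70 and VTC4 0.49. In CRN/PPN1 in manganese these were SMF1 0.58, CCC1 0.11, DDP1 0.16, VTC2 0.13 and VTC3 0.48, and between the strains in control medium MNC1 0.49, PMA1 0.47, PPX1 0.38, DDP1 0.075, PHO87 0.26, PHO90 0.47 and HIS3 0.48. Upper-quartile scaling moved the median by 0.19 in CRN in manganese, -0.16 for the interaction and 0.13 for the last comparison, and reversed CCC1 (0.10) and PPX1 (0.13) in CRN in manganese, and MNC1 (0.073), PMA1 (0.060), PHO90 (0.074) and HIS3 (0.063) between the strains in control medium.

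With the length trend removed, 321 genes were called down in CRN/PPN1 in manganese, 74 down between the strains in control medium, 304 up in manganese medium, 571 up for the interaction and 600 down for CRN/PPN1 in manganese against CRN in control medium. The trend could be removed for the 5539 genes with a known length, and the median moved by -0.29, -0.15, 0.14 and -0.26 for CRN in manganese, CRN/PPN1 in manganese, the interaction and the last comparison. The calls shared by strain and manganese were 47 down and 8 in opposite directions, and r was 0.608. In CRN/PPN1 in manganese the odds ratio among the genes called down was 0.355 for ribosomal proteins, 0.359 for ribosome biogenesis and 1.22 for phosphate. Antioxidant genes called down numbered 3 in CRN, 0 in CRN/PPN1 and 0 between the strains in control medium, with 10, 4 and 2 at an unadjusted p under 0.05. Reversed were, in CRN in manganese, PMA1 (-0.26), DDP1 (0.61), PHO87 (-0.63), PHO90 (-0.36) and PHO91 (-0.37), in CRN/PPN1 in manganese DDP1 (0.27), and between the strains in control medium SMF1 (-0.0063), PMR1 (-0.021), MNC1 (0.42), VTC5 (-0.036), PHO91 (-0.10) and HIS3 (0.30).

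By adjusted p alone, which by construction calls more genes, 1063 were called up in CRN/PPN1 in manganese, 513 down between the strains in control medium, 1024 up and 809 down in manganese medium and 1445 up for CRN/PPN1 in manganese against CRN in control medium. Strain and manganese shared 285 up, 476 down and 41 in opposite directions. For CRN/PPN1 in manganese, ribosome biogenesis among the genes called down had an odds ratio of 0.782 and no longer passed, and oxidation-reduction among those called up had 1.39 and passed. Tested against a 2-fold change, which by construction calls fewer genes, 931 were called up in CRN in manganese, 201 up and 449 down in CRN/PPN1 in manganese, 63 and 20 between the strains in control medium, 215 and 102 in manganese medium, 397 and 213 for the interaction, and 499 and 738 for the last comparison. With fry in place of Fisher's exact test, in CRN/PPN1 in manganese the adjusted p was 0.0686 for ribosome biogenesis and 0.244 for oxidation-reduction, whose direction reversed.

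DESeq2 reversed PPN2 in CRN in manganese (-0.057) and PHO91 between the strains in control medium (-0.029). With only the compared groups in the fit, MNC1 (0.034), PMA1 (0.022), PHO90 (0.032) and HIS3 (0.029) reversed between the strains in control medium. With counts on either strand, reversed values were CCC1 in CRN in manganese (0.39), SMF1 (0.014) and PHO84 (0.0081) in CRN/PPN1 in manganese, PHO91 between the strains in control medium (-0.012) and TRP1 in manganese medium (0.88), and 1 antioxidant gene was called up between the strains in control medium. The replicate numbers are not known to pair cultures across groups: over pairs of groups, the replicate differences correlated across genes between 0.0177 and 0.232. With the replicate number as a block, PHO91 between the strains in control medium reversed (-0.000545), and of the named genes 3 more passed and 0 fewer.

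In the principal component analysis, the 500 most variable genes gave 85.3% for PC1 and 8.40% for PC2, together 93.7%, and positions of 16.5% and 63.9% for the CRN/PPN1 control and manganese libraries. A prior count of 0.5 gave 72.3% for PC1, together 82.5%, and scaling each gene 56.3% and 13.7%, together 70.0%, with the control libraries at 19.5%. With each of the 8 libraries left out in turn, PC1 held from 71.4% to 79.1%, PC2 from 9.23% to 11.3% and both from 82.7% to 88.4%, and the CRN/PPN1 libraries lay from 14.0% to 20.3% in control medium and from 63.6% to 70.9% in manganese. The correlation between strain and manganese ran from 0.493 to 0.626 over these fits. It was 0.390 or 0.509 with separate control libraries, and 0.180 when the response of CRN/PPN1 took the place of that of CRN, where the shared CRN/PPN1 control libraries pull it down by construction.

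With a library left out, log2 fold changes of genes with few counts moved most. PMA2 ran from 4.88 to 9.03 in CRN in manganese and from 2.37 to 6.52 between the strains in control medium, and PPN1 in CRN in manganese from -3.08 without replicate 1 of CRN in manganese to 0.70. Depth moved the numbers of called genes little: all libraries drawn down to 2309776 counts still gave between 2793 and 2807 called genes in CRN in manganese, against 2815.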

Differences from the paper's values

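Table 1 of the paper gives log2 fold changes of 25 genes in 3 columns. For CRN in manganese, 24 of 25 values computed here lay within 0.01 of the paper's (largest difference 0.0138), and for CRN/PPN1 against CRN in control medium 25 of 25. For the column that the paper labels CRN/PPN1 in manganese, 1 of 25 values lay within 0.01 when CRN/PPN1 in manganese was set against CRN/PPN1 in control medium. Set against CRN in control medium instead, 25 of 25 lay within 0.01 (largest difference 0.00487). That comparison was planned from the PPN1 value in this column, before the deposited counts were examined. The number of genes called up in this column showed the same: 582 against CRN/PPN1 in control medium and 946 against CRN in control medium, where the paper's number in Table S4 is 946. Of the alternatives set before the data were examined, upper-quartile scaling (634) and calls by adjusted p alone (1063) brought 582 within 1.5 times of the paper's 946, and the others did not. As 946 was met exactly against CRN in control medium, these alternatives do not explain the difference. The number called down was 870 against CRN/PPN1 in control medium and 1114 against CRN in control medium, as in Table S4.

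The values that differ are those of CRN/PPN1 in manganese against CRN/PPN1 in control medium, while against CRN in control medium each lay within 0.01 of the paper's, or for lower bounds its fitted value did. The choice of comparison accounts for these differences, and the alternatives given next do not bear on their cause. For 6 genes some alternatives set before the data were examined brought the value within the error of the paper's, and the others did not. SMF1 was -0.085 against the paper's 0.05, and 0.037 without replicate 2 of CRN/PPN1 in control medium. SMF2 was 0.52 against the paper's 0.82, and 0.56 with upper-quartile scaling, 0.57 without replicate 1 of CRN/PPN1 in control medium and 0.72 without replicate 1 of CRN/PPN1 in manganese. CCC1 was -0.56 against the paper's 0.00, and 0.11 scaled to the library total and -0.29 without replicate 2 of CRN/PPN1 in manganese. PHO4 was 1.33 against the paper's 0.81, and 1.10 without replicate 2 of CRN/PPN1 in manganese. DDP1 fell by 0.50 against the paper's fall of 0.96, and by 0.76 without replicate 1 of CRN/PPN1 in manganese. VTC2 fell by 0.54 against the paper's fall of 1.52, and by 1.02 without replicate 2 of CRN/PPN1 in manganese.

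For 10 genes none of the alternatives set before the data were examined closed the gap. PMA2 was 2.56 against the paper's 5.90, PPN1 1.37 against the paper's 10.67 and PHM7 3.25 against the paper's 11.47. As falls on the log2 scale, where a negative number is a rise, GDT1 had -0.089 against the paper's 0.78, PPN2 -0.049 against the paper's 0.58 and VTC4 -0.42 against the paper's 1.48. On the same scale VTC1 had 2.11 against the paper's 5.05, VTC3 0.18 against the paper's 2.51, PHO84 0.76 against the paper's 6.35 and PHM6 2.46 against the paper's 5.97. VTC5 fell by 1.03 against the paper's fall of 0.96; this lies beyond the replicate spread, also under every alternative set before the data were examined, but within the SE of 0.19, and is no difference beyond error. PHO89, not detected in CRN/PPN1 in control medium, was at least 8.22-fold higher, a log2 bound of 3.04, against the paper's 0.18; the bound was computed once, without alternatives.

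The paper marks changes that pass its threshold in bold, 19 of them in this column. Against CRN/PPN1 in control medium 13 of the 25 genes passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg): SMF2, GDT1, PPN2, DDP1, VTC2, VTC3, VTC4 and PHO84 are bold and did not pass, and PHO4 and PHO89 passed and are not bold. PHO84 passed with the replicate number as a block (adjusted p = 0.0272), and with the length trend removed (0.0207), an alternative chosen after the values had been seen. In CRN/PPN1 against CRN in control medium Table 1 of the paper has GDT1 in bold, while its adjusted p was 0.0543 here (log2 fold change -0.87) and the paper's in Table S4 is 0.0543 too, so that only the bold mark differs. It passed without the filter on low counts (0.0268), with only the compared groups in the fit (0.0108) and with the replicate number as a block (0.0300), and over all alternatives ran from 0.0108 to 0.387.

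The paper states that the first 2 principal components hold 70% of the variance; they held 85.2%, and 70.0% with each gene scaled to unit variance. It states that with manganese SMF1 and SMF2 are up and GDT1 is down; in CRN/PPN1 the values were -0.085, 0.52 (adjusted p = 0.107) and 0.089. It states that every VTC gene is lower in each case; VTC4 in CRN/PPN1 in manganese was 0.42 and VTC5 between the strains in control medium 0.071. It states that DDP1 is lower in manganese; in CRN/PPN1 its adjusted p was 0.120. It gives PHM7 the highest fold change in CRN in manganese and between the strains in control medium. By the fitted value, which depends on the prior count, PHM7 ranked 1 of 1426 in CRN in manganese. Between the strains in control medium it ranked 2 of 257, after PPN1. By lower bounds PHM7 ranked 5 in CRN in manganese, where INO1 rose 167-fold. Between the strains in control medium it ranked 22 by lower bounds, where PPN1 and HSP12 rose 630-fold and 25.7-fold. A lower bound cannot place PHM7 below genes with a larger fold change, so the ranks by bounds decide nothing here.

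It states that CRN/PPN1 responds to manganese in the same pattern as CRN, with added terms of phosphate metabolism and of oxidoreductase activity. In the gene sets used here, which are not GO terms, oxidation-reduction had an odds ratio of 1.28 (adjusted p = 0.221, Fisher's exact test) and passed with calls by adjusted p alone (1.39, adjusted p = 0.0344), with a range over the alternatives from 0.0344 to 0.398. Phosphate had 1.75 among the genes called up (adjusted p = 0.241) and 0.577 among those called down (adjusted p = 0.441), and ribosome biogenesis 0.535 among those called down (adjusted p = 0.0226), fewer than by chance. The sets were tested against CRN/PPN1 in control medium, while the paper's column matched the comparison against CRN in control medium. They therefore do not decide on the paper's terms.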

Other observations

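Of the tests in this part, those of the ribosomal genes alone, of the highest genes and of PPN1 reads carried over were chosen after the result had been seen.

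In manganese against control medium, short genes fell and long genes rose. In CRN, the median log2 fold change was -2.29 in the shortest quintile of genes and 0.73 in the longest; with 1 library left out these ran from -2.43 to -2.11 and from 0.71 to 0.77. The slope of log2 fold change on log2 coding length was 0.929 in CRN (SE 0.0213, and from 0.857 to 0.979 with 1 library left out), 0.464 in CRN/PPN1 and 0.140 between the strains in control medium. Ribosomal genes, the highest genes and GC content were each tested as the source of the whole trend, and the values argue against them. Without genes of ribosomal proteins and ribosome biogenesis, the median of the shortest quintile was still -2.03. Without the 214 genes that are among the 100 highest of any library it was -2.11, against 0.69 in the longest quintile. With GC content in the regression, the slope was 1.00. A difference between library preparations that depends on transcript length stays open. Subunits of a protein complex tend to be regulated together, and within 11 complexes other than the cytosolic ribosome (258 genes) the pooled slope was 1.11 (SE 0.0721), positive, and above the slope over all genes by more than 2 SE. Among these 11, the chaperonin (-1.26) and the nuclear pore (-0.070) had negative slopes, and the others positive ones. A positive slope over all genes may come from the preparation, but a change of the mRNA in the cells that depends on length would give the same. It is not known here which libraries were prepared together, so these cannot be told apart. The slopes of single libraries against the mean of all were -0.473 and -0.362 in CRN and -0.283 and -0.269 in CRN/PPN1 in control medium, and 0.541 and 0.465 in CRN and 0.214 and 0.168 in CRN/PPN1 in manganese.

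The control libraries of CRN/PPN1 were shifted towards manganese, with a correlation of 0.564 between the log2 fold changes of strain and manganese. The CRN control libraries that both comparisons share gave at most 0.163 in simulated data without a strain difference, where genes were drawn independently. The correlation also stayed positive with a separate control library for each comparison, and with the length trend removed it was 0.608. These values argue against these sources as the whole cause. A later stage of the CRN/PPN1 control cultures, with less glucose left, stays open. It predicts that genes repressed by glucose lie above the other genes and genes induced by it below. The first was met: 21 of 25 glucose-repressed genes were higher, 8 of them called up and 0 down (10 and 0 at an unadjusted p under 0.05), with a median of 0.89, or 0.50 with ADY2, HXT5 and SFC1, not detected in CRN, at their bounds, and from 0.78 to 0.99 with 1 library left out. The second was not met: the 9 glucose-induced genes had a median of 0.042, with 6 higher and 3 lower, and from -0.081 without replicate 1 of CRN in control medium to 0.12 without replicate 2. With members going both ways, that median decides nothing. The paper reports no difference in growth between the strains in control medium, where both were harvested after 12 h. That speaks against a large difference in stage but does not exclude a smaller one. Cell density and glucose at harvest were not analysed here, and a pre-adapted state of CRN/PPN1 would raise the same genes. The stage of the culture and an effect of PPN1 therefore cannot be told apart, and the value of 0.89 could come from either.

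The glucose lists also moved between manganese and control medium, where growth time differed as well, so that manganese and the stage of the culture cannot be told apart. In CRN, 16 of the 25 glucose-repressed genes were called up and 0 down (18 and 3 at an unadjusted p under 0.05), with a median of 1.75, and in CRN/PPN1 6 up and 4 down, with a median of 0.54, which was 0.35 without replicate 2 of CRN/PPN1 in manganese and 0.84 without replicate 2 of CRN/PPN1 in control medium. The glucose-induced genes had medians of -0.30 (4 higher and 5 lower) and 0.34 (6 higher and 3 lower); the first ran from -0.51 without replicate 1 of CRN in control medium to -0.046 without replicate 2.

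Fewer genes were called in the response of CRN/PPN1 to manganese than in that of CRN, 1452 against 2815. With all libraries drawn down to 2309776 counts, the median number over 5 draws was 2805 in CRN, which argues against the lower depth of the CRN/PPN1 manganese libraries as the cause, and between 1445 and 1457 in CRN/PPN1. Growth time and strain stay open as untested explanations.

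CRN carries a deletion of PPN1, and its libraries still held PPN1 reads: 2.83 and 2.56 CPM of all gene counts in control medium, and 12.2 (95% confidence interval 8.67 to 16.7) and 0.838 (0.173 to 2.45) in manganese. The replicates in control medium did not differ (exact test, p = 1), and those in manganese did (p = 4.30e-10). Reads carried over from the CRN/PPN1 libraries could give this, as could reads from a part of the gene left in place. Other genes too vary between replicates by more than counting error, so the p of the exact test decides nothing, and these sources cannot be told apart. No biological explanation was tested.

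Of the 6 marker genes, 5 were higher and 1 lower in CRN/PPN1 than in CRN in control medium, with a median of 0.36 and URA3 alone called; in manganese medium 5 were higher, 2 of them called up, with a median of 0.74. In manganese against control their medians were -0.52 in CRN and -0.13 in CRN/PPN1.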
